# Whole genome-wide transcript profiling to identify differentially expressed genes associated with seed field emergence in two soybean low phytate mutants

**DOI:** 10.1186/s12870-016-0953-7

**Published:** 2017-01-18

**Authors:** Fengjie Yuan, Xiaomin Yu, Dekun Dong, Qinghua Yang, Xujun Fu, Shenlong Zhu, Danhua Zhu

**Keywords:** Low phytate seed, Soybean, Germination, Field emergence, Transcript

## Abstract

**Background:**

Seed germination is important to soybean (*Glycine max*) growth and development, ultimately affecting soybean yield. A lower seed field emergence has been the main hindrance for breeding soybeans low in phytate. Although this reduction could be overcome by additional breeding and selection, the mechanisms of seed germination in different low phytate mutants remain unknown. In this study, we performed a comparative transcript analysis of two low phytate soybean mutants (TW-1 and TW-1-M), which have the same mutation, a 2 bp deletion in *GmMIPS1*, but show a significant difference in seed field emergence, TW-1-M was higher than that of TW-1 .

**Results:**

Numerous genes analyzed by RNA-Seq showed markedly different expression levels between TW-1-M and TW-1 mutants. Approximately 30,000–35,000 read-mapped genes and ~21000–25000 expressed genes were identified for each library. There were ~3900–9200 differentially expressed genes (DEGs) in each contrast library, the number of up-regulated genes was similar with down-regulated genes in the mutant TW-1and TW-1-M. Gene ontology functional categories of DEGs indicated that the ethylene-mediated signaling pathway, the abscisic acid-mediated signaling pathway, response to hormone, ethylene biosynthetic process, ethylene metabolic process, regulation of hormone levels, and oxidation-reduction process, regulation of flavonoid biosynthetic process and regulation of abscisic acid-activated signaling pathway had high correlations with seed germination. In total, 2457 DEGs involved in the above functional categories were identified. Twenty-two genes with 20 biological functions were the most highly up/down- regulated (absolute value Log2FC >5) in the high field emergence mutant TW-1-M and were related to metabolic or signaling pathways. Fifty-seven genes with 36 biological functions had the greatest expression abundance (FRPM >100) in germination-related pathways.

**Conclusions:**

Seed germination in the soybean low phytate mutants is a very complex process, which involves a series of physiological, morphological and transcriptional changes. Compared with TW-1, TW-1-M had a very different gene expression profile, which included genes related to plant hormones, antioxidation, anti-stress and energy metabolism processes. Our research provides a molecular basis for understanding germination mechanisms, and is also an important resource for the genetic analysis of germination in low phytate crops. Plant hormone- and antioxidation-related genes might strongly contribute to the high germination rate in the TW-1-M mutant.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-016-0953-7) contains supplementary material, which is available to authorized users.

## Background

Seeds are important for the survival and evolutionary success of plants and development of human cultures. Their germination traits are traditional agronomic traits and important for crop evolution and development [1, 2]. For soybean breeding and production, low seed germination percentage would decrease the density of soybean seedlings and ultimately affect the yield. Thus, the seed germination percentage and speed should not be negatively affected when developing any ecological, agronomic or nutritional traits.

Lowering the phytate content in crop seeds will be beneficial to improve seed nutritional traits and decrease water phosphorus level [3–5]. Therefore, there is a considerable interest in generating crops in which phytate synthesis is disrupted during seed development [6]. Seed phytate content can be eliminated by mutation or insertion of transgenes. Many low phytic acid (LPA) mutants have been created in different crops such as rice, maize, soybean and wheat [7–11]. However, some unwanted traits appeared in these mutants, which hindered the utilization of LPA mutants in crop breeding. Most primary LPA mutants often feature inferior grain yields, reduced seed viability or lower field emergence compared with their respective wild-type parents. Therefore, further improvement is needed before new LPA crops can be put into practical use [12–16]. For example, both laboratory and field observations demonstrated that the primary LPA rice mutant lines had lower grain yields and reduced seed viability compared with their respective parental lines [17, 18]. The extensive efforts are still needed in breeding LPA rice cultivars with competitive yields. Some undesirable agronomic and quality traits were also reported in several LPA soybean lines, particularly a lower rate of field emergence [8, 13, 14]. The breeding of high yield and LPA soybean varieties has been hindered by the inherent defects in the LPA mutations. Improving the seed germination trait is an important goal in breeding LPA soybean varieties. However, grain yield and field emergence can be improved through breeding and selection in soybean [15], and indeed, one LPA barley cultivar, CDC Lophy-1 (http://www.inspection.gc.ca/english/plaveg/pbrpov/cropreport/bar/app00006337e.shtml), has already been released for commercial production [16].

We previously developed two LPA mutants in soybean, which involved two non-allelic genes. The LPA traits of the mutant *Gm-lpa*-TW-1 were due to a 2-bp deletion in the *MIPS1* gene; inositol phosphate kinase (*GmIPK1*) was the mutation’s candidate gene which was related to the low phytate trait in *Gm*-*lpa*-ZC-2 mutant. Unlike other LPA mutants, *Gm-lpa*-ZC-2 appeared to have excellent seed viability (both germination and field emergence) [8]. However, the mutant *Gm-lpa*-TW-1 revealed a very low field emergence rate, especially in the spring season in Hangzhou, China [8]. Additionally, the seed germination speed decreased quickly during seed storage (unpublished data). Fortunately, an individual plant, which harbored a natural variation and had a significantly higher rate of field emergence, was found among the *Gm-lpa*-TW-1 lines. According to the results of the *MIPS1* gene sequence analysis, the individual has the same mutation site (2 bp deletion in *MIPS1*) as the *Gm-lpa*-TW-1 mutant (unpublished data), and it was named *Gm-lpa*-TW-1-M.

Seed germination is a complex process that includes imbibition, stirring and germination stages, which involve a series of physiological, morphological and transcriptional changes [19]. Several large-scale –omics methods, including transcriptomic, proteomic, and metabolomic methods, have been recently established to investigate the mechanisms of seed germination [20]. The great achievements in soybean genomics have led to application of large-scale gene expression analysis at both mRNA and protein levels to uncover the features of soybean traits. For instance, 69,338 distinct transcripts from 32,885 annotated genes were expressed in soybean seeds which from nine lines varying in oil composition and total oil content [21]. Until now, little is known about the mechanisms responsible for the low seed germination rates in soybean LPA mutants. Although we discovered a soybean LPA mutant with a higher rate of field emergence, seed germination trait is a comprehensive characteristic affected by many factors, including intrinsic and environment cues, during seed developmental and storage stages [22], which makes the genetic analysis of seed germination very difficult. Due to the development of high-throughput deep sequencing approaches, a new method regarding the relationships between gene expression profiles and gene functions has emerged. These technologies are useful for estimating overall gene expression profiles at different developmental stages and/or in different tissues. Although the biochemical pathways that affect seed germination are well characterized, there is still no integrated model describing the differentially expressed genes (DEGs) involved in soybean seed germination, in particular those used in soybean LPA mutant seed germination. The target of this research was to evaluate a large amount of cDNA sequence data, study seed germination trait in detail, and identify candidate genes that could be responsible for LPA soybean germination.

In this study, we used Illumina sequencing to investigate gene expression in soybean LPA mutant seeds at different germination stages and compared transcript reads with the most recent release of the *G. max* genome sequence (assembly Glyma 1.01).

## Methods

### Plant material and seed production

Two LPA soybean mutant lines, *Gm-lpa*-TW-1 (TW-1), *Gm-lpa*-TW-1-M (TW-1-M) and their wild-type parent Taiwan 75 were used in this experiment to evaluate the seed germination trait. Taiwan 75 is a vegetable soybean variety widely grown in Zhejiang Province. TW-1 was developed using gamma irradiation of wild type Taiwan 75, and TW-1-M was a natural mutant of the TW-1 line. Both TW-1 and TW-1-M had the same phytate content level and mutation site (2-bp deletion in *GmMIPS1*, unpublished data). Seed samples used for the germination evaluation were harvested from plants grown in neighboring plots in the same field. The seeds were produced in the 2012 spring season in Hangzhou, Zhejiang in the fields of the Experimental Farm of the Zhejiang Academy of Agricultural Sciences.

For differential gene expression detection, we used the two LPA mutants TW-1 and TW-1-M. To better understand and compare the expression differences of mutants TW-1 and TW-1-M during germination, three different germination stages were used in the analysis. These three stages included: the first one is imbibed seeds stage (about 24 h after seeds soaked, named TW-1-1 and TW-1-M-1), second stage is metabolism reactivation phase (about 30 h after seeds soaked), between seed imbibition and radicle emergernce (named TW-1-2 and TW-1-M-2) and the last stage is emergence of primary root which reached 1 mm in length (about 36 h after seeds soaked, named TW-1-3 and TW-1-M-3), three replicates were performed to construct eighteen DGE libraries, they were TW-1-1-1, TW-1-1-2, TW-1-1-3, TW-1-2-1, TW-1-2-2, TW-1-2-3, TW-1-3-1, TW-1-3-2, TW-1-3-3, TW-1-M-1-1, TW-1-M-1-2, TW-1-M-1-3, TW-1-M-2-1, TW-1-M-2-2, TW-1-M-2-3, TW-1-M-3-1, TW-1-M-3-2 and TW-1-M-3-3 . These three stages based on the three phases of germination process (fast water uptake, metabolism reactivation and radicle emergence) were chosen for study according to our germination experiments (as shown below) and some reports [19, 23].

### Germination experiments

Two LPA soybean mutant lines and their wild-type parents were used for germination experiments that included two treatments, warm germination and accelerated aging tests. The method was from Meis et al. with a slight modification [13]. For the warm germination, 100 seeds of each line were planted in a Petri dish containing B5 agar gel (50 seeds per 15-mm Petri dish) and were placed in a 25 °C germination chamber in the dark for 4 d. The lines used to evaluate the effectiveness of accelerated aging tests for predicting field emergence after long time storage included the two LPA mutants (TW-1 and TW-1-M) and their wild-type variety Taiwan 75. In total, 200 seeds from each line were placed over 400 ml of distilled water in an acrylic box and covered. The boxes were placed in a chamber at 40 °C for 96 h. The samples were removed from the chamber and planted in the same manner as those from the warm germination. Seed germination in the Petri dishes was defined as the point at which the radical pierced the seed coat. In total, 100 seeds were used per line, per treatment, and three replicates were performed. The experiments were organized in a randomized complete-block design, and the data for each germination test were analyzed by the linear model procedure of SAS statistical software (release 8.02).

### Total RNA isolation

Samples from three germination stages were used in this research. Total RNA was isolated using an E.Z.N.A. plant RNA kit (Omega Bio-tek, Inc., USA) according to the manufacturer’s protocol. Genomic DNA contamination was eliminated by RQ1 RNase-Free DNase (Promega, USA).

### cDNA library construction and sequencing

The quality of total RNA (OD260/280 = 1.8 ~ 2.2, 28 s/18 s >1.8, and RIN >8) was assessed by using a 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA) and checked using agarose gel electrophoresis. rRNAs were then removed from the total mRNAs in accordance with the instructions included with the Ribo-Zero™ rRNA Removal Kit (Plant Seed/Root) (Epicentre, Madison, WI, USA), final concentration of all RNA samples was adjusted to 500 ng/μl after quantification. cDNA libraries were prepared with the SMART™ cDNA Library Construction Kit, Takara Biomedicak Technology (Beijing) Co.,Ltd and 140–220 bp paired-end reads were generated on the Illumina HiSeq 2000 platform. (Illumina, USA). RNA sequencing was performed by staff at Zhejiang Tiank (Hangzhou, China).

### Differential expressed gene detection

Sequencing-received raw image data is transformed by base calling into sequence raw data, and is stored in FASTQ format. All the raw data described in the research from eighteen libraries were published in SRA database. The raw data were filtered by Trimmomatic software to remove adaptor reads, low quality reads (reads containing unknown nucleotides “Ns”), reads of copy number = 1 and reads of lengths less than 20 bp, yielding a dataset consisting of clean reads. For the annotation of reads, clean reads were mapped to the soybean database using software TopHat [24]. Mismatches of no more than two bases were allowed in the alignment. The number of clean reads for each gene was calculated and normalized using a variation of the fragment/Kb/million (FPKM) method. The FPKM method corrects for biases in total gene exon size and normalizes for the total fragment sequences obtained in each tissue library with bioconductor software:cuffquant and cuffnorm. In this experiment, we removed low expression genes which value of FPKM <1 in any library as threshold to count the expressed genes. Principal component analysis between different libraries about their gene expression datasets was carried out by R language software package http://factominer.free.fr/. This method used variance-stabilized data to obtain sample-to-sample distance.

For the tissue-specific analyses, in order to identify differentially expressed genes, cuffdiff software in software packages cufflinks were used to perform pairwise comparisions of stages, and for packages with a corrected *P*-value of 0.05 and a Log2-fold change [24]. Genes with a *P*-value < 0.05 and estimated absolute Log2-fold change >1 in sequence counts across libraries were considered to be significantly differentially expressed.

GO enrichment analysis was performed using the SmartGo tool (a software package developed by Tianke company China), we using a hypergeometric (Fisher’s exact test) test to map all DGEs to terms in the Go database (http://www.geneontology.org) to look for significantly enriched Go terms in DGEs comparing to the genome background. The *P*-value is corrected by Bonferroni, we chose a *p* value <0.05 as the threshold value. The GO term (*P* < 0.05) is defined as significantly differentially expressed genes enriched GO term. Pathway enrichment analysis method is the same as that used in the GO analysis. Fisher test was used to check up enrichment gene KEGG pathway with corrected *P*-value of 0.05.

### Quantitative real-time PCR (qRT-PCR)

To validate the data obtained by Illumina RNA-seq, qRT-PCR was performed on 10 genes with log2FC ratios ranging from 2 to 11. At first, we selected *ACT11、TUA* and *CYP2* three housekeeping genes to analyze the stability of their expression using geNorm software (v3.50). The relatively most stable housekeeping gene *ACT11* was used to normalize expression levels of selected genes. The RNA samples used for the qRT-PCR assay were the same as those used for the DEG experiments. SYBR Green Real time PCR Master Mix (TOYOBO Biotech Co., Ltd) was used on a Roche (LightCycler®^480^, USA) instrument according to the manufacturer’s instructions. Each 20-μl reaction comprised a 2-μl template, 10-μl SYBR Green Realtime PCR Master Mix-Plus, 1.2 μl (10 μM) of each primer, 2-μl Plus Solution and 3.6-μl ddH2O. The quantification of gene expression levels was performed in triplicate using the corrected relative –2^ΔΔCT^ method by comparing the data with the internal control gene *Act11* [25]. qRT-PCR efficiency was determined by five serial five-fold dilutions of cDNA, and the standard curve confirmed them at high efficiency rates. All primers used for qRT-PCR amplification were designed by Primer Premier 5 and according to the gene mRNA sequence from http://www.ncbi.nlm.nih.gov/genbank/.Primers were synthesized in Shanghai Sangon Biological Engineer Technology and Services Co., Ltd. (Shanghai, China) and are given in Additional file 1.

## Results

### Seed germination of different soybean mutants

To explore seed germination trait between the mutants and their wild-type parents, we evaluated the germination percentage and speed of soybean lines under both warm germination and accelerated aging test conditions. The goal of the accelerated aging test was to identify the rate at which percent germination declines of soybean lines. The lines that performed well in the accelerated aging test would be expected to maintain viability under prolonged storage.

There were statistically significant differences in the germination speed between TW-1-M and TW-1 in both warm germination and accelerated aging tests (Fig. 1). TW-1-M cost about 72 h to reach the highest germination percentage, whereas TM-1 needed more than 96 h to reach its highest germination percentage point. The germination speeds of TW-1 and Taiwan 75 were the same in both accelerated aging and warm germination tests.

**Fig. 1:**
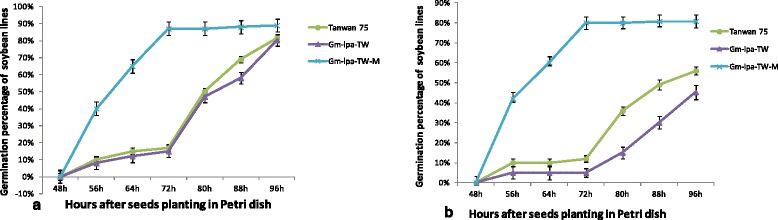
Changes in germination percentages and germination speed of LPA mutants and their wild-type parents. **a** germination percentages during warm germination test; **b** germination percentages during accelerated aging test. In both the warm germination test and accelerating aged test, the mutant TW-1-M performed well, with a high germination percentage (more than 80%) and speed, compared with the TW and wild-type Taiwan 75

In the warm germination test, the germination percentage in TW-1 was very similar to that of its wild-type parent Taiwan 75. The final germination percentage was about 80% according to the germination curve. The germination percentage of TW-1-M was slightly higher than those of the other two lines. The final germination percentage was about 85% (Fig. 1). There was no statistically significant difference between TW-1-M and TW-1. In the accelerated aging test, TW-1-M showed a very good performance in the germination percentage (about 80%). The TW-1 line performed a very low germination percentage (about 45%) and the germination percentage of Taiwan 75 was about 50% (Fig. 1).

The seed germination trait of TW-1-M performed better than those of TW-1 and Taiwan 75. This result indicated that the mutant TW-1-M, with the same mutation site as TW-1, will have significantly better germination trait and storage stability. This result was confirmed by the seed field emergence rate of three lines. The seed field emergence rate of TW-1-M (about 50%) was significant higher than that of TW-1 and Taiwan 75 (less than 10%) after 2-year storage at room temperature.

### Digital gene expression (DGE) library sequencing

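RNA was sequenced from germinating seeds of the LPA mutants TW-1, which was made by gamma irradiation of the variety Taiwan 75, and TW-1-M, a natural mutant found in the TW-1 line. Each mutant was sampled at 3 germination stages with 3 replicates, which gave 18 libraries. Stage 1 was the imbibed seed, about 24 h after soaking. Stage 2 was the reactivation of metabolism, about 30 h after soaking, and stage 3 was the seed with a primary root of 1 mm, about 36 h after soaking. These are the times of the paper. The sample labels give stage 2 as 12 h after imbibition, and which time holds could not be settled. A library group is named by mutant and stage, so TW-1-M-2 stands for TW-1-M at stage 2. The authors trimmed the reads, mapped them with TopHat, computed FPKM with cuffquant and cuffnorm, and deposited the FPKM of 45955 genes in each library. These values already hold the normalization between libraries. The values are not read counts, so no interval or detection floor was computed for them. For the comparisons the values were taken as log2(FPKM + 1), and genes with FPKM of at least 1 in at least 3 of the 18 libraries were kept, which left 27150 genes. Each gene was tested with limma, two-sided, with only the 6 libraries compared in the fit. A DEG had an unadjusted p-value below 0.05 and an absolute log2 fold change above 1. The thresholds are those of the paper, whose methods name a corrected P-value and then a P-value. In its own lists the corrected threshold was not applied, since the Q-value is above 0.05 for 250 of the 481 genes legible in Additional file 3 and, in Additional file 4, for 93 of 197 at stage 1, 68 of 629 at stage 2 and 105 of 169 at stage 3. Calls with a Benjamini-Hochberg adjusted p-value below 0.05 are given beside these. The 1 added to FPKM makes the log2 fold change of genes near 0 FPKM smaller than that of their FPKM ratio. Log2 fold changes are TW-1-M against TW-1, errors are SD over 3 libraries unless another number is given, and gene numbers such as gene55115 are those of the paper, which its additional files pair with the RefSeq IDs of the deposited table.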

To characterize gene expression profiles during soybean germination, the high-through put read sequencing analysis of soybean seedling libraries were performed using the Illumina RNA-sequencing analyzer platform. The differences in the gene regulatory pathways between the two LPA mutants were analyzed at the three seed germination stages. The 18 DGE libraries were sequenced and generated approximately 802 million raw reads. All raw data had been published in GEO with accession number GSM2195640 (TW-1-1-1), GSM2195641 (TW-1-1-2), GSM2195642 (TW-1-1-3), GSM2195643 (TW-1-2-1), GSM2195644 (TW-1-2-2), GSM2195645 (TW-1-2-3), GSM2195646 (TW-1-3-1), GSM2195647 (TW-1-3-2), GSM2195648 (TW-1-3-3), GSM2195649 (TW-1-M-1-1), GSM2195650 (TW-1-M-1-2), GSM2195651 (TW-1-M-1-3), GSM2195652 (TW-1-M-2-1), GSM2195653 (TW-1-M-2-2), GSM2195654 (TW-1-M-2-3), GSM2195655 (TW-1-M-3-1), GSM2195656 (TW-1-M-3-2) and GSM2195657 (TW-1-M-3-3). After filtering the low quality reads, the total number of clean reads in each library ranged from 37.7 to 62.1million (Table 1). The percentage of clean reads among the raw reads in most libraries were more than 95%.

**Table 1:** Library read analyses statistics

	Total raw reads	Total clean reads	Valid ratio	Gene mapped reads	Gene mapped ratio	Gene unique mapped reads	Gene unique mapped ratio	Non-splice reads ratio	Splice reads ratio	Total reads mapped expressed genes
TW-1-1-1	54846496	53989364	98.44%	47980066	88.87%	40357180	84.11%	55.68%	28.44%	31987
TW-1-1-2	61454226	60684460	98.75%	54536489	89.87%	45869439	84.11%	55.98%	28.13%	32935
TW-1-1-3	46813834	45625642	97.46%	40571957	88.92%	32364788	79.77%	53.88%	25.89%	32613
TW-1-2-1	42866726	41833914	97.59%	36435236	87.09%	29690167	81.48%	54.55%	26.93%	32799
TW-1-2-2	40017620	39514560	98.74%	35947369	90.97%	29879201	83.12%	53.91%	29.21%	33015
TW-1-2-3	44069752	43420982	98.53%	39540531	91.06%	31212328	78.94%	51.35%	27.59%	33479
TW-1-3-1	43704478	42954548	98.28%	38687168	90.07%	31702965	81.95%	53.53%	28.42%	30656
TW-1-3-2	49604414	48907380	98.59%	44561575	91.11%	36044941	80.89%	49.61%	31.28%	33848
TW-1-3-3	44165126	41611906	94.22%	35653176	85.68%	28482253	79.89%	49.44%	30.45%	34820
TW-1-M-1-1	54461020	53698832	98.60%	49119558	91.47%	40110386	81.66%	55.04%	26.61%	32330
TW-1-M-1-2	46244798	45634652	98.68%	41698366	91.37%	35054413	84.07%	55.21%	28.85%	31706
TW-1-M-1-3	53416206	52732078	98.72%	48443543	91.87%	39005105	80.52%	51.91%	28.61%	32999
TW-1-M-2-1	51359166	50426196	98.18%	46437117	92.09%	38158539	82.17%	51.46%	30.71%	33151
TW-1-M-2-2	62294034	61477542	98.69%	56456407	91.83%	46353592	82.11%	50.80%	31.31%	33871
TW-1-M-2-3	43755042	42995004	98.26%	39690338	92.31%	32335903	81.47%	50.00%	31.47%	32406
TW-1-M-3-1	62931516	62062754	98.62%	56549018	91.12%	45018182	79.61%	50.79%	28.82%	34135
TW-1-M-3-2	39450214	37671510	95.49%	32733417	86.89%	25369978	77.50%	49.32%	28.18%	34345
TW-1-M-3-3	46654868	45873652	98.33%	42141833	91.87%	35304742	83.78%	52.61%	31.16%	33738

### Mapping reads to the reference transcriptome

Among the clean reads, 88.9–92.3% of transcripts from the TW-1 and TW-1-M mutants were perfectly mapped to the soybean reference genome. The number of unique reads mapped to genes was from 25.4 to 46.4 million. 

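In Table 1 of the paper the median number of unique reads per group was 40.4 M in TW-1-1, 29.9 M in TW-1-2, 31.7 M in TW-1-3, 39.0 M in TW-1-M-1, 38.2 M in TW-1-M-2 and 35.3 M in TW-1-M-3. At stage 2 the 3 libraries of TW-1 had fewer unique reads than the 3 of TW-1-M. In the deposited table the 10 genes with the highest FPKM took 14.9% ± 2.07 of the summed FPKM in TW-1-1, 14.3% ± 1.32 in TW-1-2 and 14.0% ± 3.50 in TW-1-3. The share was 14.6% ± 0.733 in TW-1-M-1, 8.09% ± 0.319 in TW-1-M-2 and 7.87% ± 2.74 in TW-1-M-3 (SD, n = 3 libraries each). The summed FPKM ranged from 683231 to 1296622 between libraries.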

The percentage of these unique reads was about 80%. The number of read-mapped genes ranged from 30,656 to 34,820 (Table 1). 

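The number of genes with FPKM above 0 in the deposited table equalled the number of read-mapped genes of Table 1 in each of the 18 libraries. Of the 45955 genes in the table, 7479 were at 0 in every library.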

The TW-1-M-3 library contained the highest number of read-mapped genes, whereas the TW-1-M-1 library contained the lowest number of read-mapped genes. These data suggested that more genes were expressed in the TW-1-M-3 library compared with the other five libraries.

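The 3 libraries of TW-1-M-3 averaged 34073 ± 308 read-mapped genes, and those of TW-1-M-1 averaged 32345 ± 647. The other groups averaged 32512 ± 482 (TW-1-1), 33098 ± 347 (TW-1-2), 33108 ± 2178 (TW-1-3) and 33143 ± 733 (TW-1-M-2). Among single libraries, TW-1-3 replicate 1 had the fewest read-mapped genes (30656) and TW-1-3 replicate 3 the most (34820).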

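The TW-1-M-3 library with the fewest read-mapped genes had more of them than all 3 libraries of TW-1-1, TW-1-2 and TW-1-M-1, than 2 libraries of TW-1-M-2 and than 1 library of TW-1-3. The difference between TW-1-M-3 and TW-1-M-1 was 1728 genes (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Between TW-1-M-3 and TW-1-M-2 it was 930.0 genes (exact permutation p = 0.2), and between TW-1-M-3 and TW-1-3 it was 965 genes (exact permutation p = 0.8), which is smaller than the SD of the TW-1-3 libraries.

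**Figure D1:**
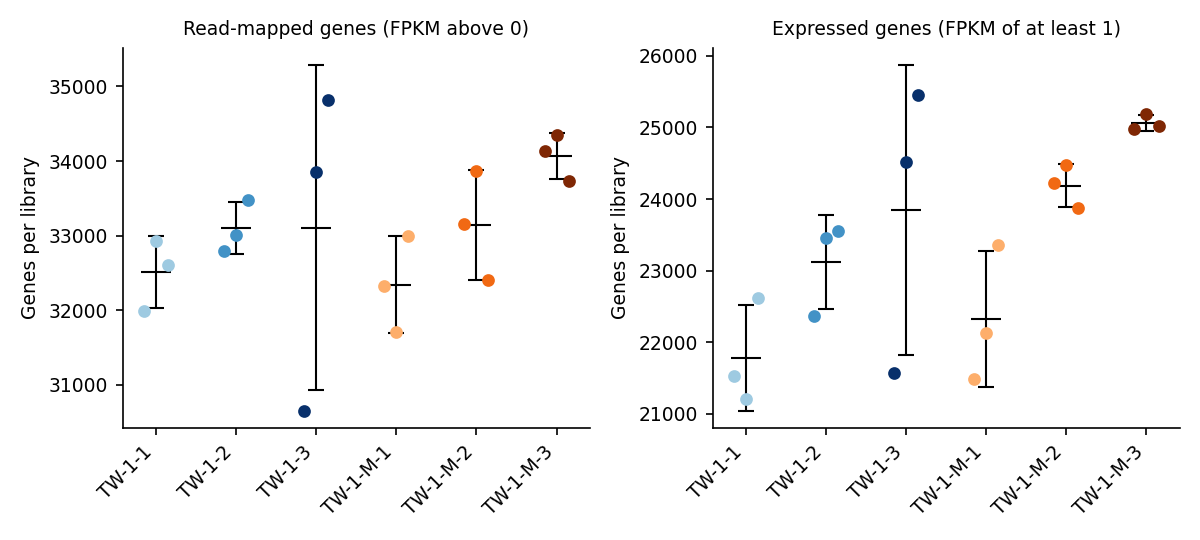
Number of genes per library with FPKM above 0 (left) and with FPKM of at least 1 (right) in the 6 groups; each point is a library, and the bar with whiskers is the mean ± SD of 3 libraries. The libraries of TW-1-3 spread from 30656 to 34820 read-mapped genes.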

### Variation in gene expression levels quantified by DGE profiles in the LPA mutants

Based on the deep sequencing of the 18 DGE libraries, the number of clean reads in each library was normalized to the FPKM to obtain the normalized gene expression level. Each mapped soybean gene with FPKM value in each of the 18 libraries was listed in the Additional file 2. 

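With a gene counted as expressed when its mean FPKM over the 3 libraries was at least 1, the deposited table held 22012 expressed genes in TW-1-1 (47.9% of its 45955 genes) and 22760 in TW-1-M-1 (49.5%). The rule for the replicates moved these counts most. When FPKM of at least 1 was required in every library of the group, the counts were 20013 and 20194. Counted library by library, TW-1-1 had 21785 ± 739 expressed genes and TW-1-M-1 had 22325 (from 21492 to 23351), a difference of 540.0 genes (exact permutation test, two-sided, p = 0.6). With a library left out the difference ranged from 27.0 genes, without TW-1-M-1 replicate 3, to 956.5 genes.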

Twenty thousand eleven (42.7% of reference genes in soybean) and 20,192 (43.1%) expressed genes were detected in the LPA mutants TW-1-1 and TW-1-M-1, respectively. In total, 20,618 (44.0% of reference genes in soybean) and 22,746 (48.5%) expressed genes were detected in the mutants TW-1-2 and TW-1-M-2. 

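The mean FPKM reached 1 for 23649 genes in TW-1-2 (51.5% of the table) and 24395 genes in TW-1-M-2 (53.1%), and every library reached it for 20620 and 22748 genes. The libraries had 23126 ± 658 expressed genes in TW-1-2 and 24186 ± 301 in TW-1-M-2. All 3 libraries of TW-1-M-2 lay above those of TW-1-2, with a difference of 1060.0 genes (exact permutation p = 0.1). The difference ranged from 681 genes, without TW-1-2 replicate 1, to 1273 genes with a library left out.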

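At stage 3 the mean FPKM reached 1 for 24886 genes in TW-1-3 (54.2% of the table) and 25336 genes in TW-1-M-3 (55.1%), a difference of less than 1 percentage point. Every library reached it for 19886 genes in TW-1-3 and 23309 genes in TW-1-M-3. The libraries had 23848 ± 2023 expressed genes in TW-1-3 and 25058 ± 112 in TW-1-M-3, a difference of 1210 genes (exact permutation p = 0.4). Without TW-1-3 replicate 1, which had 21576 expressed genes, the difference was 73.5 genes (exact permutation p = 0.8).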

Additionally, 19,884 (42.4% of reference genes in soybean) and 23,307 (50.0%) expressed genes were detected in the TW-1-3 and TW-1-M-3. A total of 22,018 genes were expressed in the LPA TW-1 mutants during the whole germination process. Eighteen thousand two hundred four were constitutively expressed, 1727 were stage-specific and 2087 were expressed at the two stages (Fig. 2a). 

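By mean FPKM, 25911 genes reached 1 at any stage of TW-1, of which 21072 did so at all 3 stages, 2347 at 1 stage and 2492 at 2 stages. With FPKM of at least 1 required in every library of a stage, 22020 genes were expressed in TW-1, 18206 of them at all stages.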

During the seed germination process of TW-1-M, 24,934 genes were expressed. 

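In TW-1-M the mean FPKM reached 1 at any stage for 26576 genes. Of these, 21486 were expressed at all 3 stages, 2147 at 1 stage and 2943 at 2 stages. The rule that asks for every library gave 24936 genes, with 18606 at all stages.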

Eighteen thousand six hundred four were constitutively expressed, 2227 were stage-specific and 4103 were expressed at the two stages (Fig. 2b). 

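By mean FPKM, 1860 genes were expressed only at stage 3 of TW-1, against 220 only at stage 1 and 267 only at stage 2. Of the 1860 genes, 196 reached FPKM 1 in all 3 libraries of TW-1-3, 1468 in 2 libraries and 196 in 1 library. In TW-1-3 replicate 1, 1465 of these genes were below 1. When FPKM of at least 1 was required in every library, 766 genes were specific to TW-1-3, 416 to TW-1-1 and 545 to TW-1-2.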

The number of stage-specific expressed genes in mutant TW-1- 3 was significantly more than in other TW-1 mutants, indicating that TW-1- 3 expressed more specific genes that were related to seed germination. TW-1-M-3 has the most specific and total number of genes expressed compared with the other TW-1-M and TW-1 mutants, and this increased transcript diversity in TW-1-M-3 indicates that it might express a distinctive suite of genes for cellular functions, which may be vital for seed germination.

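By mean FPKM, 1388 genes were expressed only at stage 3 of TW-1-M, 618 only at stage 1 and 141 only at stage 2. Of the 1388 genes, 608 reached FPKM 1 in all 3 libraries of TW-1-M-3. By this rule fewer genes were specific to stage 3 in TW-1-M than in TW-1. With every library required, 1357 genes were specific to TW-1-M-3. The libraries of TW-1-M-3 had more expressed genes than those of TW-1-M-2, by 872 genes (exact permutation p = 0.1), and the difference exceeded the SD of both groups.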

**Fig. 2:**
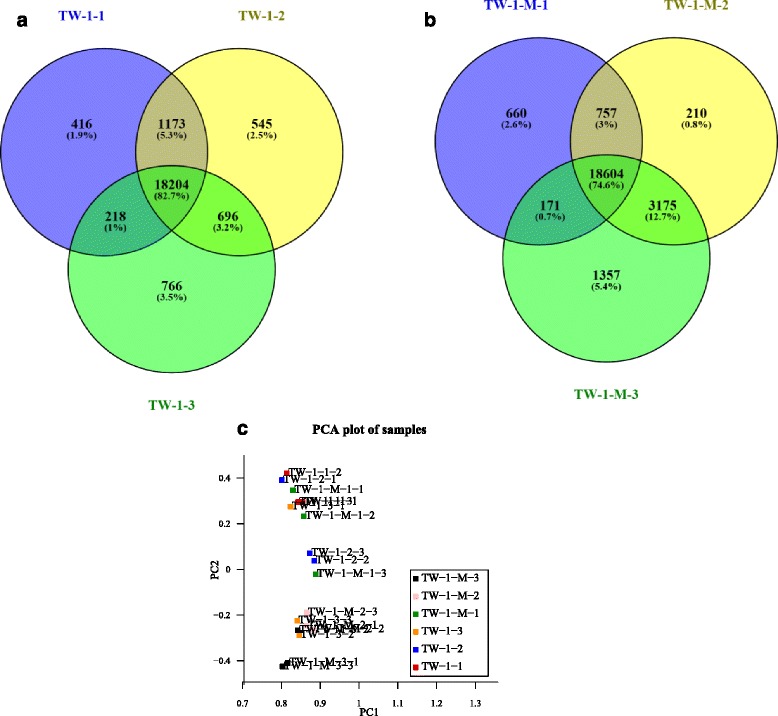
Venn diagrams showing the overlapping of expressed genes in LPA mutants. **a** Venn diagram showing the overlaps in expressed genes among seed germination stages of the TW-1 mutant. **b** Venn diagram showing the overlaps in expressed genes among seed germination stages of the TW-1-M mutant. **c** PCA analysis plots for TW-1-M and TW-1 samples. Principal component analysis for the TW-1-M suggests that gene expression in TW-1-3 and TW-1-M-2 is overall similar to each other, TW-1-1 and TW-1-M-1 also have same gene expression pattern. TW-1-2 and TW-1-M-3 perform special gene expression comparing with other four simples, and they also have different gene expression pattern with each other

Furthermore, we analyzed the relationship of different samples with principal component analysis between experiments about their gene expression datasets. Principal component analysis suggested that the gene expression in TW-1-3 and TW-1-M-2 is overall similar to each other. 

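In a principal component analysis of log2(FPKM + 1) over the 27150 genes, PC1 held 68% and PC2 6.74% of the variance. TW-1-3 replicates 2 and 3 lay at 123 and 98 on PC1, and the libraries of TW-1-M-2 at 48.5, 80 and 68. TW-1-3 replicate 1 lay at -89.9 on PC1 and at -87.6 on PC2, apart from both. The mean Pearson correlation across genes between a library of TW-1-3 and a library of TW-1-M-2 was 0.904, with an SD of 0.0537 over 9 pairs of libraries. Within TW-1-3 the correlation averaged 0.844 and ranged from 0.762 to 0.972. Genes are not independent replicates.

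**Figure D2:**
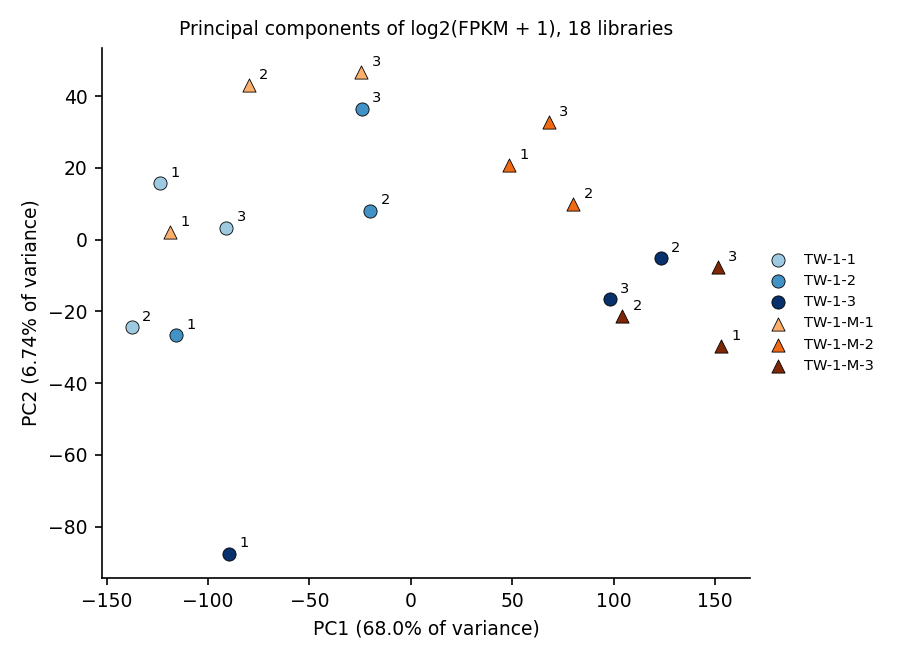
Principal components 1 and 2 of log2(FPKM + 1) in the 18 libraries, in arbitrary units; each point is a library, numbered by replicate, circles are TW-1 and triangles TW-1-M. TW-1-3 replicate 1 lies at -89.9 on PC1, while the other two libraries of TW-1-3 lie at 123 and 98.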

TW-1-1 and TW-1-M-1 also had the same gene expression pattern. 

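The mean correlation across genes between the libraries of TW-1-1 and those of TW-1-M-1 was 0.940, with an SD of 0.0207. Within TW-1-1 it was 0.964 and within TW-1-M-1 0.948, so libraries of the different mutants differed little more than replicates did at this stage. On PC1 the libraries of TW-1-1 lay between -138 and -91.1, and those of TW-1-M-1 between -119 and -24.6.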

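The libraries of TW-1-2 correlated best with those of TW-1-1 (mean r = 0.941) and TW-1-M-1 (0.934), about as well as among themselves (0.935, from 0.911 to 0.976). Without TW-1-2 replicate 1 the mean with TW-1-1 was 0.931, below the 0.976 between replicates 2 and 3. TW-1-2 replicate 1 correlated more with the TW-1-1 libraries (0.960) than with the other two libraries of its own group (0.915). TW-1-M-3 correlated best with TW-1-M-2 (0.917) and less with TW-1-3 (0.867), TW-1-2 (0.764) and TW-1-1 (0.669). Without TW-1-3 replicate 1 the first 2 changed places, and TW-1-3 was closest to TW-1-M-3, at 0.941.

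**Figure D3:**
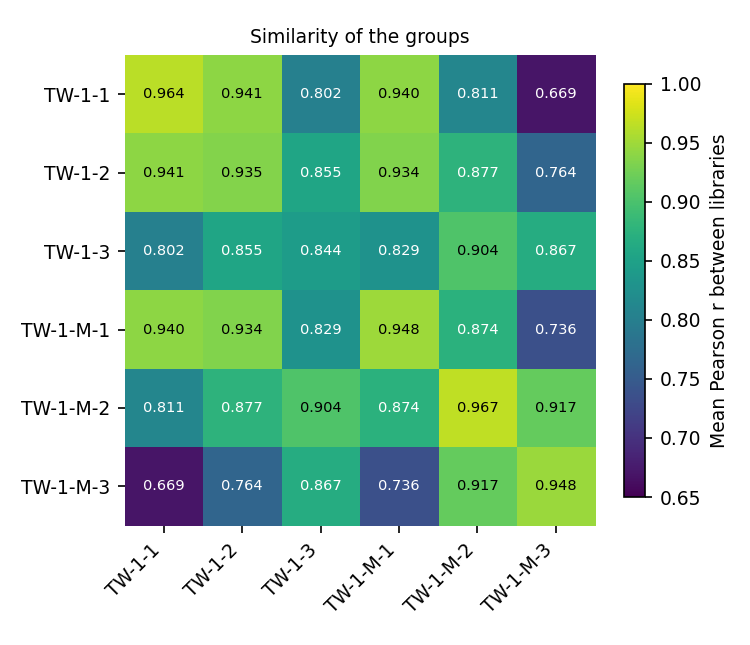
Mean Pearson correlation across genes of log2(FPKM + 1) between the libraries of each pair of groups; the diagonal gives the mean within a group. The lowest mean, 0.669, lies between TW-1-1 and TW-1-M-3.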

TW-1-2 and TW-1-M-3 performed special gene expression compared with other four simples and had different gene expression with each other (Fig. 2c).

### Screening of DEGs from massive datasets

To identify and compare the DEGs in LPA mutants during the different germination stages, we used cufflinks software packages to perform pairwise comparisons of DGE libraries between two LPA mutants (TW-1-1 vs.TW-1-M-1, TW-1-2 vs. TW-1-M-2 and TW-1-3 vs.TW-1-M-3). To judge the significance of differences in expressed genes, we used two criteria: *P*-value < 0.05 and absolute Log2-fold change >1.

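With the 9 libraries of TW-1-M compared with the 9 of TW-1 over all stages, 1495 genes were DEGs, 677 higher and 818 lower in TW-1-M. At the adjusted p-value 313 genes were called, 130 higher and 183 lower. The call depended on the stage in the fit and on the replicates. With stage as a covariate 2089 genes were DEGs, 1748 of them at the adjusted p-value. With replicate 1 of every group left out 565 genes were DEGs, without replicate 2 there were 2193 and without replicate 3 there were 1164. With the replicate number as a block 1477 genes were DEGs and 267 passed at the adjusted p-value. After removal of the group means, same-numbered libraries of the different groups correlated at 0.0959 on average and the others at -0.0433, so the numbers carried little pairing. Values with the replicate block are therefore given as an alternative only, and for single genes they decide no call.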

In total, there were 3677 DEGs at each germination stage in the LPA mutants (TW-1 and TW-1-M). Among these genes, 3099 (84%) were up-regulated and 548 (16%) were down-regulated in TW-1-M compared with TW-1 (Additional file 3). 

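Between TW-1-M-1 and TW-1-1, 1104 genes were DEGs by the limma test. Of these, 448 were higher and 656 lower in TW-1-M-1. At the adjusted p-value 127 genes were called, 33 higher and 94 lower. The way the fold change was taken moved the count most. With the fold change as the ratio of the group mean FPKM, which has no pseudocount, 1980 genes were DEGs, and with a pseudocount of 0.1 there were 1964. With the replicate number as a block 1199 genes were DEGs and 14 passed at the adjusted p-value. The mean correlation of same-numbered libraries at this stage was 0.121, against -0.0586 for the others. Leaving out each library in turn gave from 1076 to 1953 DEGs. Without TW-1-M-1 replicate 1 the majority turned, with 1119 genes higher and 834 lower.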

We found that 1354 genes were down-regulated and 2596 genes were up-regulated in TW-1-M -1compared with TW-1-1. In total, 5060 genes were up-regulated and 4185 genes were down-regulated in TW-1-M-2 compared with TW-1-2. 

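In the limma comparison of TW-1-M-2 with TW-1-2, 2822 genes were higher and 2037 lower, 4859 DEGs in all. Of these, 3486 passed at the adjusted p-value, 1705 higher and 1781 lower. Fitted with the replicate number as a block, 4925 genes were DEGs and 4293 passed at the adjusted p-value, with a mean correlation of 0.182 between same-numbered libraries and of -0.0885 between the others. The counts ranged from 3244 to 6008 DEGs when each library was left out in turn, and from 525 to 3363 at the adjusted p-value.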

Additionally, 3395 genes were down-regulated and 1983 genes were up-regulated in TW-1-M-3 compared with TW-1-3 (Additional file 3, Fig. 3).

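Between TW-1-M-3 and TW-1-3, 540 genes were higher and 827 lower by the limma test, 1367 DEGs in all. At the adjusted p-value 5 genes were called, 2 higher and 3 lower. With the replicate number as a block 1075 genes were DEGs and 0 passed at the adjusted p-value. The mean correlation of same-numbered libraries was -0.200, against 0.101 for the others, so the numbers paired nothing at this stage. Without TW-1-3 replicate 1, 47 genes passed at the adjusted p-value, while the DEGs fell to 928. The difference between the mutants was tested for a change with the stage by an interaction in one fit of the 18 libraries. It passed the adjusted p-value for 16 of 27150 genes (2655 at an unadjusted p-value below 0.05), and for 0 genes with any of the replicates left out (4323, 1352 and 1142 at the unadjusted p-value). That a gene was called at one stage and not at another is therefore no measure of a difference between the stages.

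**Figure D4:**
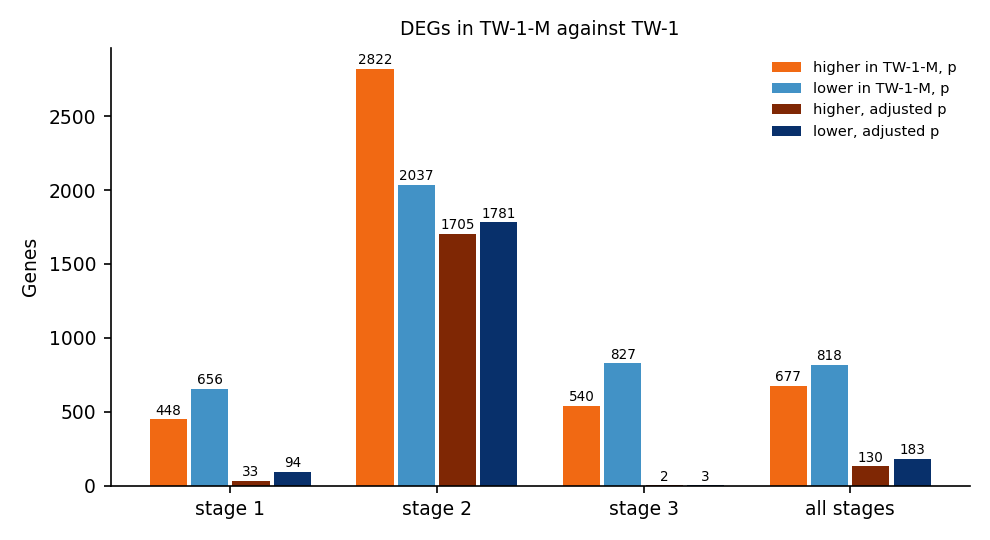
Number of genes higher and lower in TW-1-M than in TW-1 at each stage (3 libraries against 3) and over all stages (9 against 9), called at an absolute log2 fold change above 1 and a p-value or adjusted p-value below 0.05. Stage 2 has 3486 genes at the adjusted p-value, and stage 3 has 5.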

**Fig. 3:**
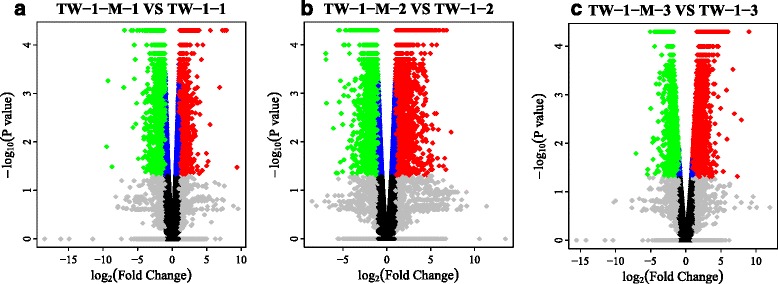
Cufflinks volcano plots of differentially express gene. **a**-**c** Cufflinks valcano plots for each contrast library showing variances in gene expression with respect to fold-change and significance. Each *dot* represents an individual gene. *Black dots* represent genes with no significantly differentially expressed, *green dots* represent significant down-regulated DEGs and *red dots* represents significant up-regulated DEGs

To illustrate differences between different libraries, heat maps were constructed using heatmap.2 software showing log_10_ (FPKM) expression values for top 500 of the most differentially expressed genes in six contrast libraries. 

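Of the 500 genes with the smallest p-value between TW-1-M-1 and TW-1-1, 136 were higher and the rest lower in TW-1-M-1, and the largest adjusted p-value among them was 0.105 (limma). All 500 had 3 values of TW-1-M-1 on one side of the 3 values of TW-1-1, which the choice by p-value almost ensures. Among all 27150 genes, 5881 (21.7%) were separated in this way, where chance gives 10%. When the 500 genes were instead those with the largest ratio of the group means, 285 were separated, and in 107 of them TW-1-M-1 replicate 3 alone took up the larger part of the range.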

The results showed that expression level of the top DEGs in TW-1-M-1 was different from TW-1-1 (Fig. 4a). Furthermore, expression level of 500 DEGs in TW-1-M-2 was different from TW-1-2. Most of genes showed completely contrary expression level in these two contrast libraries (Fig. 4b). 

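Of the 500 genes with the smallest p-value at stage 2, 97 were higher in TW-1-M-2 and the largest adjusted p-value was 0.010 (limma). All 500 were separated between the mutants, as were 12812 of the 27150 genes (47.2%, where chance gives 10%). Of the 500 genes with the largest ratio of the group means, 438 were separated, and in 78 of them TW-1-2 replicate 1 alone took up the larger part of the range.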

We concluded that TW-1-M-2 was different from TW-1-2 during seed germination. On the contrary, the expression levels of many top DEGs were similar with each other between TW-1-M-3 and TW-1-3 libraries (Fig. 4c). It should be noted that the expression level of DEGs which related with germination in these two mutants becomes similar in this germination stage.

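At stage 3 the 500 genes with the smallest p-value, 227 of them higher in TW-1-M-3, were all separated between the mutants by their choice, and the largest adjusted p-value among them was 0.54 (limma). Over all genes, 5774 of 27150 (21.3%) were separated, where chance gives 10%. Of the 500 genes with the largest ratio of the group means, 373 were separated, and in 177 of them (35.4%) TW-1-3 replicate 1 alone took up the larger part of the range, away from the other two libraries of TW-1-3.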

**Fig. 4:**
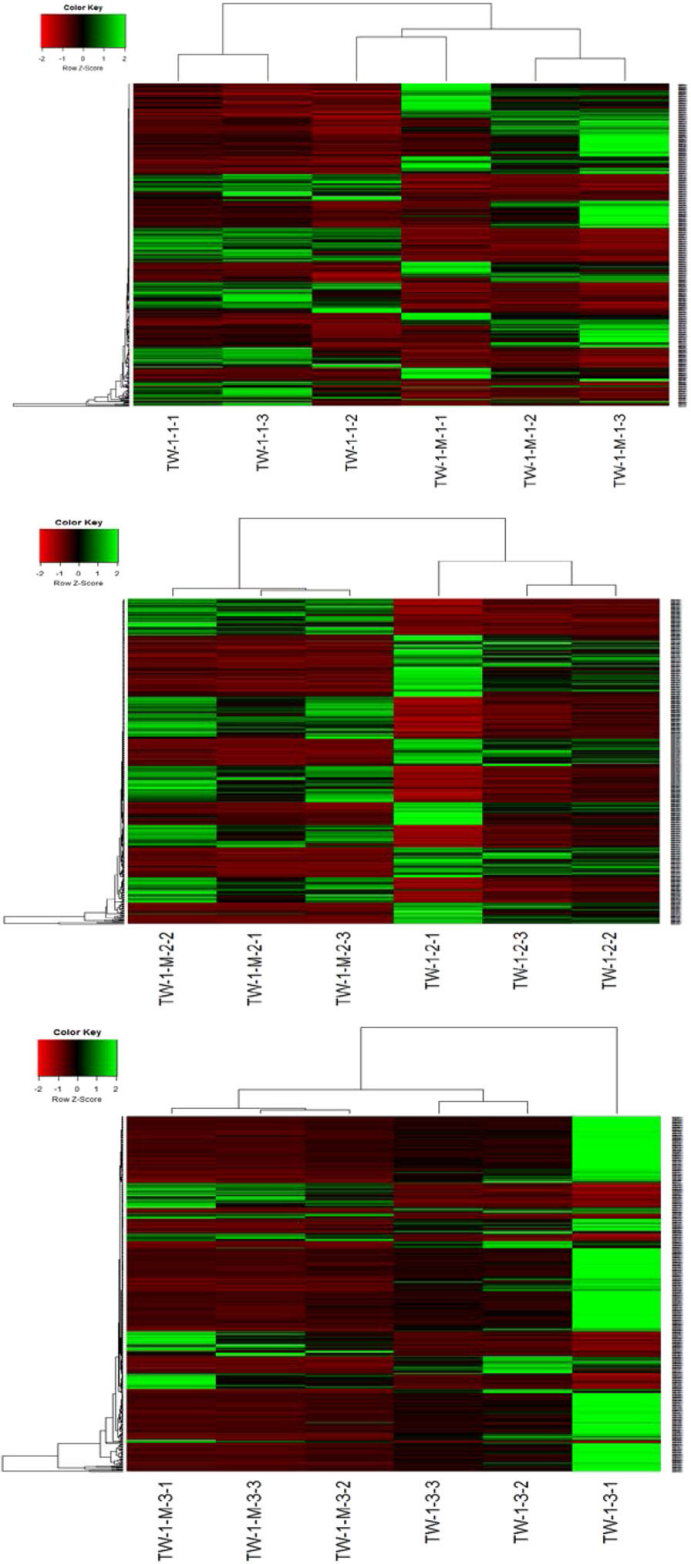
Heat map generated from the top 500 DEGs as reported by heatmap.2 in R language. The *red* color indicated higher levels of gene expression while *green* indicated lower expression by log_10_ (FPKM). The results showed that expression level of 500 DEGs inTW-1-M-2 were very different from TW-1-2, on the contrary, many top DEGs’ expression level were similar with each other between TW-1-M-3 and TW-1-3 libraries

### Further analysis of DEGs between the two genotypes

Based on the results of the two mutants, DEGs were further compared between TW-1 and TW-1-M. In total, 190 genes were expressed only in the TW-1-1 vs TW-1-M-1 library and most of them were up-regulated in TW-1-1; 616 genes were found in the TW-1-2 vs TW-1-M -2 library and 65.6% of them were up-regulated in TW-1-M-2; 169 genes were specifically expressed in the TW-1-3 vs TW-1-M-3 library and 67.5% of them were up-regulated in TW-1-M-3 (Additional file 4). These genes might have special functions leading to different seed germination traits.

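Among the DEGs of the limma test, 200 genes at stage 1 had a mean FPKM of at least 1 in only 1 of the mutants, 94 of them in TW-1-M-1 (47.0%) and 106 in TW-1-1. At stage 2 there were 680 such genes, 404 in TW-1-M-2 (59.4%) and 276 in TW-1-2. At stage 3 there were 237, of which 133 were expressed only in TW-1-M-3 (56.1%) and 104 only in TW-1-3. When every library of one mutant had to reach 1 and every library of the other to stay below it, the numbers were 118, 313 and 98. With an FPKM threshold of 0.5 they were 107, 321 and 102. Only 43.0% were then expressed in TW-1-M-2 at stage 2, and 48.0% in TW-1-M-3 at stage 3. Without TW-1-1 replicate 1, 114 genes were expressed only in TW-1-M-1 and 105 only in TW-1-1. Without TW-1-3 replicate 1, 80 genes were expressed only in TW-1-M-3 and 101 only in TW-1-3.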

### GO functional enrichment analysis of DEGs in the different libraries from LPA mutant genotype

GO encompasses three domains: cellular component, biological process and molecular function. The basic GO unit is the GO term. Every GO term belongs to a particular category. GO terms with Bonferroni-corrected *P*-values < 0.05 were defined as being significantly enriched in DEGs.

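Genes of each GO term could be read only in part, since in the copy of Additional file 5 the lists of the terms selected here hold 5 to 7 genes each. At stage 1 the genes legible for nucleus were 3 higher and 3 lower in TW-1-M-1, those for plastid 2 higher and 4 lower, and those for membrane 4 higher and 2 lower. For the integral component of membrane 5 were higher and 1 lower, and for cell part 3 and 3. None of these genes passed at the adjusted p-value, and from 0 to 2 genes per term passed at the unadjusted one. At stage 2 plastid and membrane had 3 genes in each direction, with 4 and 2 at the adjusted p-value. Nucleus had 4 higher and 1 lower, with 0 passing. At stage 3 all 5 genes of plastid and all 6 of the integral component of membrane were lower in TW-1-M-3, and 0 passed.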

In our study, most DEGs regardless of regulation direction from different libraries were involved in the categories of nucleus (GO:0005634), cell part (GO: 0044464), plastid (GO:0009536), membrane (GO:0016020) and intergral component of membrane (GO:0016021) with respect to cellular components. Under the biological process, most of the DEGs could be divided into five categories, metabolic process (GO:0044260, GO:0044710 and GO:0019538), oxidation-reduction process (GO:0055114), response to environmental stimulus, plant hormone signaling pathway. With regard to molecular function, DNA, RNA and protein binding are the largest DEG categories, and oxidoreductase activity is also a very important functional group (Fig. 5, Additional file 5).

**Fig. 5:**
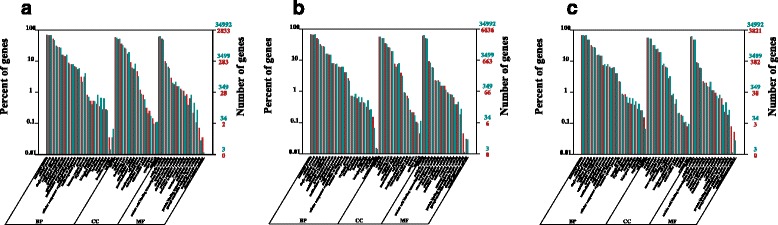
Functional categorization of significantly DEGs during the seed germination stage. **a** Functional categorization of significantly DEGs between TW-1-M-1 and TW-1-1. **b** Functional categorization of significantly DEGs between TW-1-M-2 and TW-1-2. **c** Functional categorization of significantly DEGs between TW-1-M-3 and TW-1-3

Seed germination is a complex process which involved in many activities of some key enzymes in glycolysis, pentose phosphate pathway, the tricarboxylicacid cycle, protein and lipid metabolism [19]. Furthermore, reactive oxygen species production including the superoxide anion radical, hydrogen peroxide and the hydroxyl radical can cause oxidative damage to cellular components and reduce seeds ability to germination [26, 27]. Finally, plant hormones such as abscisic acid, gibberellins and ethylene play a very important role in seeds germination [28]. According to above researches and the DGEs numbers in functional categories, in this research, we were concerned with the functional categories of DEGs (regardless of regulation direction) related to seed germination process. In the contrasting groups TW-1-1 and TW-1-M-1, the DEGs most possibly related to seed germination were from the biological process category: oxidation-reduction process (GO:0055114), protein metabolic process (GO:0019538), carbohydrate metabolic process (GO:0005975), lipid metabolic process (GO:0006629) and hormone transport (GO:0009914). 

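For the terms of stage 1, the legible genes were mostly higher in TW-1-M-1. These are genes the paper called in the same libraries, where it called more genes higher than lower, so the majority is no independent result. For the oxidation-reduction process and for the protein metabolic process 4 of 5 genes in the table were higher. All 5 genes of the carbohydrate metabolic process were higher, as were 5 of 6 for the lipid metabolic process and 5 of 6 for hormone transport. The median log2 fold changes of these lists lay between 0.45 and 0.85, and 0 genes passed at the adjusted p-value, with 0 or 1 gene per term called at the unadjusted one.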

Biological processes, which would be responsible for seed germination in contrasting groups TW-1-2 and TW-1-M-2 were classified in oxidation-reduction (GO:0055114), protein metabolic process (GO:0019538), lipid metabolic process (GO:0006629), response to hormone (GO:0009725), regulation of hormone levels (GO:0010817) and carbohydrate metabolic process (GO:0005975). 

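At stage 2, 5 of the 6 genes legible for the protein metabolic process were higher in TW-1-M-2, with a median log2 fold change of 1.26, and 5 were called at the unadjusted and 0 at the adjusted p-value. For the regulation of hormone levels 5 of 6 genes were higher, with a median of 1.41, and 1 gene passed at the adjusted p-value. The oxidation-reduction process had 3 higher and 2 lower genes, and the lipid metabolic process likewise 3 and 2. The response to hormone had 3 genes in each direction, and 3 passed at the adjusted p-value. Of 6 genes of the carbohydrate metabolic process 4 were higher. The genes of these lists were also called by the paper in the same libraries, so their directions are no independent result.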

We also found some biological processes involved with seed germination in the TW-1-3 and TW-1-M-3 groups, including the oxidation-reduction process (GO:0055114) and seed germination (GO:0009845). These biological processes might be highly related to seed germination traits (Fig. 5, Additional file 5).

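All 5 genes legible for the oxidation-reduction process at stage 3 were lower in TW-1-M-3, with a median log2 fold change of -1.01. All 5 genes in the table for seed germination were lower as well, with a median of -1.30. In each list 2 genes were called at the unadjusted p-value and 0 at the adjusted one. The paper's lists of down-regulated genes for these 2 terms gave the same counts and medians, so the direction follows from its own calls.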

### Pathway enrichment analysis of DEGS

A pathway enrichment analysis is an effective method to elucidate DGE biological functions. A pathway-based analysis can identify significantly enriched metabolic and signal transduction pathways in DEGs by comparing their whole-genome backgrounds [29]. The formula used for this calculation was essentially identical to that used in the GO analysis, with pathways having *P*-values < 0.05 being defined as significant DEGs.

DEGs in 80 metabolic and signal transduction pathways were found between TW-1-1 and TW-1-M-1 contrast libraries. The mainly regulated pathways with the most up-regulated gene numbers in TW-1-M-1 were ‘biosynthesis of secondary metabolites’, ‘plant hormone signal transduction’, ‘Ascorbate and aldarate metabolism’ and ‘starch and sucrose metabolism’. 

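For the pathways selected here the copy of Additional file 6 gives 2 to 7 genes, in separate lists of genes that the paper called up- or down-regulated, so directions within a list follow from its choice. In the lists without a direction at stage 1, all 6 genes of plant hormone signal transduction and all 6 of starch and sucrose metabolism were higher in TW-1-M-1, but the lists of up-regulated genes gave the same medians (0.75 and 0.69), so this direction also follows from the choice. In the down-regulated lists all 6 and all 5 genes were lower (-0.55 and -1.04), with 1 and 3 called at the unadjusted p-value and 0 and 1 at the adjusted one. Among the undirected lists, that of ascorbate and aldarate metabolism had 4 of 6 genes higher, and that of biosynthesis of secondary metabolites 3 of 4. In each of the 4 lists without a direction 1 gene was called at the unadjusted p-value and 0 at the adjusted one.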

There were 113 enrichment pathways involved in the TW-1-2 and TW-1-M-2 contrast libraries. Among these pathways, six pathways might be related to seed germination, ‘biosynthesis of secondary metabolites’, ‘starch and sucrose metabolism’, ‘flavone and flavonol biosynthesis’, ‘isoflavonoid biosynthesis’ and ‘plant hormone signal transduction’ and ‘gulutathione metabolism’. These pathways were up-regulated in TW-1-M-2. 

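In the lists without a direction, 5 of 6 genes of biosynthesis of secondary metabolites were higher in TW-1-M-2, 4 of 6 of plant hormone signal transduction and 4 of 6 of glutathione metabolism. The genes legible for isoflavonoid biosynthesis were 1 higher and 5 lower, and those for flavone and flavonol biosynthesis 3 higher and 4 lower. In the up-regulated lists of these 2 pathways all 7 and all 6 genes were higher, with 1 and 2 at the adjusted p-value. Directions in those lists follow from the paper's own calls, and so few legible genes cannot tell the direction of a pathway. For starch and sucrose metabolism only the list of up-regulated genes could be read, in which all 6 were higher and 3 passed at the adjusted p-value.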

The most enriched pathways responsible for seed germination in the TW-1-M-3 vs TW-1-3 contrast libraries were ‘plant hormone signal transduction’ and ‘starch and sucrose metabolism’. These two pathways performed two contrast regulation directions, some genes were up-regulated and the others were down-regulated (Fig. 6, Additional file 6).

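At stage 3 the lists of plant hormone signal transduction held 6 genes higher and 6 genes lower in TW-1-M-3, with median log2 fold changes of 1.12 and -1.17. Those of starch and sucrose metabolism also held 6 higher and 6 lower genes, with medians of 1.04 and -0.84. None of the genes passed at the adjusted p-value, and 1 gene in each list was called at the unadjusted one, apart from the lower list of starch and sucrose metabolism with 0.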

**Fig. 6:**
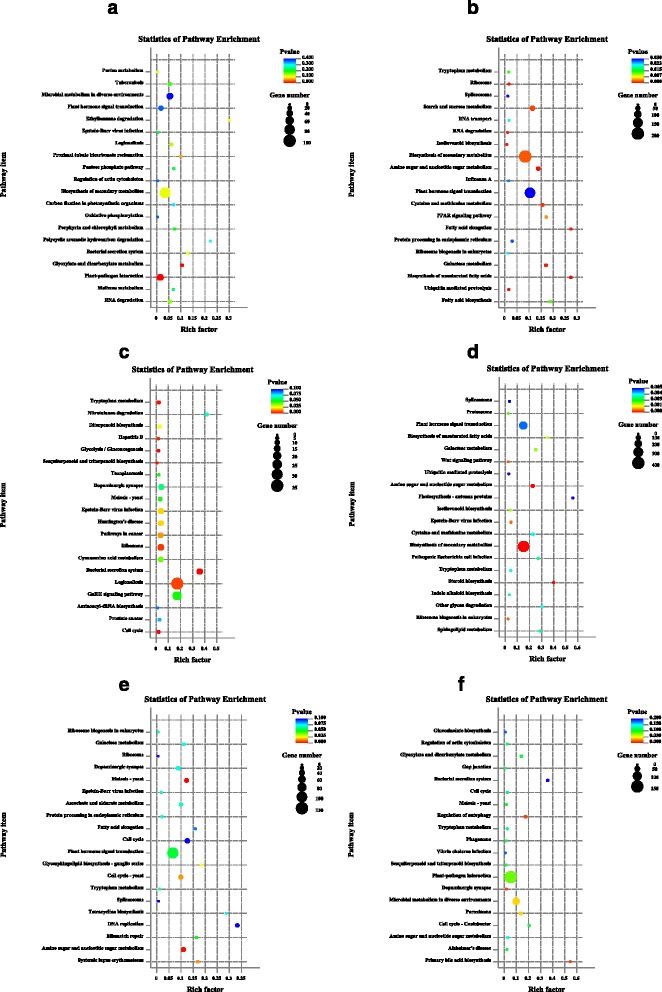
Scatter diograms illustrating the pathway enrichment analysis. **a** down-regulated enrichment pathway items in TW-1-M-1 relative to TW-1-1. **b** up-regulated enrichment pathway items in TW-1-M-1 relative to TW-1-1. **c** down-regulated enrichment pathway items in TW-1-M-2 relative to TW-1-2. **d** up-regulated enrichment pathway items in TW-1-M-2 relative to TW-1-2. **e** down-regulated enrichment pathway items in TW-1-M-3 relative to TW-1-3. **f** up-regulated enrichment pathway items in TW-1-M-3 relative to TW-1-3

### DEGs analysis in each category regarding seed germination-related biological processes in the LPA mutant TW-M

GO functional annotations and a pathway enrichment analysis of DEGs (regardless of directions) in the high germination mutant implied that the DEGs in the most highly enriched biological processes and pathways were most likely contributing to the good seed germination trait. Because we are interested in seed germination-related biological processes, we focused on the DEGs involved in pathways and functional categories related to seed germination biological processes. All of these DEGs are listed in Additional file 7.

In total, 527 DEGs in the TW-1-1 and TW-1-M-1 contrast libraries were related to seven different biological processes. 

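In the lists of Additional file 7, 5 legible genes of the up-regulated oxidation-reduction process were all higher in TW-1-M-1, with a median log2 fold change of 0.56, and 0 were called. The 7 legible genes of its down-regulated list were all lower, with a median of -0.84, and 3 were called at the unadjusted and 1 at the adjusted p-value. For the hormone-mediated signaling pathway, the auxin-activated signaling pathway, the response to auxin and hormone transport all legible genes of the up-regulated lists were higher, with medians between 0.69 and 0.83. Of these genes 1 was called, for the auxin-activated signaling pathway, at the unadjusted p-value. The directions within these lists follow from the paper's own calls.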

Among these genes, 97 DEGs were down-regulated and 213 DEGs were up-regulated in oxidation-reduction process in mutant TW-1-M-1, other 384 DGEs were all up-regulated in TW-1-M-1 in hormone-mediated signaling pathway, auxin-activated signaling pathway, response to auxin, auxin transport, hormone transport, gibberellic acid mediated signaling pathway, gibberellin mediated signaling pathway and gibberellin biosynthetic process.

In total, 1240 DEGs between the TW-1-2 and TW-1-M-2 contrast libraries could be separated into five functional categories, including the response to hormone, ethylene biosynthetic process, ethylene metabolic process, regulation of hormone levels, and oxidation-reduction process. 

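The 6 genes legible for the hormone biosynthetic process were all higher in TW-1-M-2, with a median log2 fold change of 1.81. They come from a list of up-regulated genes, so this direction follows from the paper's own calls. At the unadjusted p-value 5 were called and at the adjusted one 1. The 6 genes legible for the hormone metabolic process, also from a list of up-regulated genes, were all higher, with a median of 1.40, and 4 and 2 of them were called.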

Of these, 54 genes were up-regulated in the hormone biosynthetic process of TW-1-M-2 and 69 genes related to hormone metabolic process were also up-regulated in TW-1-M-2. The most DEGs were found in the oxidation-reduction process, with 408 up-regulated genes in TW-1-M-2. 

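All genes legible in the down-regulated lists of stage 2 were lower in TW-1-M-2, which follows from the paper's own calls. For the ethylene-activated signaling pathway the median log2 fold change of the 6 genes was -2.21, and all 6 passed at the adjusted p-value. The abscisic acid-activated signaling pathway had a median of -2.14 with 6 of 7 genes at the adjusted p-value, and the response to ethylene a median of -1.69 with 5 of 6. All 6 genes of the response to hormone passed, with a median of -1.24. The response to abscisic acid had a median of -1.15 with 4 of 6 genes at the adjusted p-value. The hormone-mediated signaling pathway had one of -0.80 with 2 of 6. For the ethylene biosynthetic process 2 of 7 passed, with a median of -1.12, and in the list of this term without a direction 5 of 6 genes were higher, with a median of 1.60.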

In total, 880 down-regulated genes were found in TW-1-M-2 mutant in ten different functional categories, including hormone-mediated signaling pathway (225 DEGs), response to hormone (202 DEGs), response to abscisic acid (111 DEGs), ethylene-activated signaling pathway (83 DEGs), abscisic acid-activated signaling pathway (81 DEGs), response to ethylene (60 DEGs), ethylene biosynthetic process (36 DEGs), ethylene metabolic process (36DEGs), regulation of flavonoid biosynthetic process (27 DEGs) and regulation of abscisic acid-activated signaling pathway (19 DEGs).

The 690 DEGs in the TW-1-3 and TW-1-M-3 contrast libraries were divided into seven functional categories, including the hormone-mediated signaling pathway (178 DEGs), response to abscisic acid (78 DEGs), ethylene-mediated signaling pathway (65 DEGs), oxidation-reduction process (232 DEGs), abscisic acid-activated signaling pathway (59 DEGs), response to ethylene (47 DEGs) and seed germination (31 DEGs). Of these, all genes were down-regulated in the TW-1-M-3 mutant (Additional file 7).

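All genes legible in the lists of stage 3 were lower in TW-1-M-3. The lists without a direction gave the same counts and medians as the down-regulated ones, so the direction follows from the paper's own calls. The medians of the log2 fold changes were -1.36 for the ethylene-activated signaling pathway, -1.31 for the abscisic acid-activated signaling pathway, -0.91 for the response to ethylene and -0.91 for the hormone-mediated signaling pathway. At the unadjusted p-value 1 or 2 genes of each term were called, and 0 at the adjusted one.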

### Possible DEGs for major roles in response to better seed germination trait

The 22 most DEGs (absolute value Log2FC >5) were identified by a DGE analysis of the TW-1-M (Additional file 8). 

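Of the 22 genes of Table 2, 21 were in the deposited table. They gave 27 pairs of a gene and a stage named in the paper, of which 20 passed the filter on low FPKM. In all 27 pairs the mean FPKM differed in the direction of the paper, and in 24 the 3 values of the mutants did not overlap. Chance gives 10%, but the genes were chosen in the paper by their difference in these libraries, so this is no test. By the limma test 14 pairs were called at the unadjusted and 6 at the adjusted p-value, and 18 passed when the adjustment covered only the list. The list holds the paper's own calls on these libraries, so the last count shows no stability. With each library left out in turn, 10 of the 14 calls and 3 of the 6 passed in every fit. Many of these genes lay near 0 FPKM in one mutant, and without read counts no floor could be given for them.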

Among them, 13 genes were up-regulated and nine genes were down-regulated. These included three transcription factors, one cytochrome gene, two auxin-induced protein genes, four oxidase genes, one isoflavone 7-0-methyltransferase gene, six genes related with carbohydrate metabolism, two genes which catalyzed the glutathione metabolism, one expansin gene and two other genes. The functional annotations of these genes are shown in Table 2. These genes might be the most important genes contributing to the high seed germination percentage and speed in TW-1-M.

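The soyasapogenol B glucuronide galactosyltransferase-like gene51756 was higher in all 3 libraries of TW-1-M at stages 2 and 3. It was at 27.3 ± 12.9 FPKM in TW-1-M-3 and 0.0233 ± 0.0404 in TW-1-3, a log2 fold change of 4.70 with a standard error of 0.35 and an adjusted p of 0.03 (limma; 0.36 with the replicate block). At stage 2 it was at 9.41 ± 2.45 FPKM in TW-1-M-2 and listed at 0 in all 3 libraries of TW-1-2 (adjusted p = 0.0013). The polygalacturonase inhibitor-like gene43660 was listed at 0 in all 9 libraries of TW-1 and at 5.6 ± 1.73 FPKM in TW-1-M-2 (adjusted p = 0.0025). The GATA transcription factor 7-like gene22518 was at 0 in all 9 libraries of TW-1-M and between 0.59 and 2.13 FPKM in those of TW-1. At stage 3, 1-Cys peroxiredoxin (gene21202, a log2 fold change of -3.25, adjusted p = 0.15) and expansin-A1-like (gene47663, a log2 fold change of -3.21, adjusted p = 0.54) were lower in TW-1-M-3 in all 3 libraries, without passing at the adjusted p-value.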

**Table 2:** Most differentially expressed genes identified by DGEs analysis in TW-1-M relative to TW-1

Gene	Gene annotation	Regulation direction
gene21202	1-Cys peroxiredoxin	down
gene26324	auxin-induced protein 15A	up
gene30929	auxin-induced protein 15A-like	up
gene30772	cytochrome P450 CYP82D47-like	down
gene47663	expansin-A1-like	down
gene22557	F-box/kelch-repeat protein At3g23880-like	up
gene22518	GATA transcription factor 7-like	down
gene8527	glutathione synthetase, chloroplastic-like	down
gene23718	hydroquinone glucosyltransferase-like	up
gene52332	isoflavone 7-O-methyltransferase-like	up
gene35300	late embryogenesis abundant protein-like	down
gene30019	oxidoreductase	down
gene43660	polygalacturonase inhibitor-like	up
gene37153	polyphenol oxidase A1, chloroplastic-like	up
gene24050	probable F-box protein At4g22030	down
gene18907	probable glutathione S-transferase	up
gene36822	probable glycosyltransferase At5g03795	down
gene42818	reticuline oxidase-like protein	up
gene51756	soyasapogenol B glucuronide galactosyltransferase-like	up
gene53209	two-component response regulator ARR14-like	up
gene6319	UDP-glycosyltransferase 72D1-like	up
gene51015	UDP-glycosyltransferase 91A1-like	up

In this study, we also analyzed some DEGs with high FPKM values (FPKM value in library TW-1 or TW-1-M more than 100) (Additional file 9), these genes could be divided into eight groups. 

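Of the 57 genes of Table 3, 51 were in the deposited table, each tested at the stage whose FPKM the paper gives. In 50 the direction was that of the paper, and in 44 the 3 values of the mutants did not overlap. Chance gives 10% for genes not picked by their difference in the same libraries, which these were. By the limma test 39 were called at the unadjusted and 17 at the adjusted p-value, and 37 passed when only the list was adjusted, which shows no stability for a list of the paper's own calls. With the replicate block 23 passed. Of the 39 calls 25 held in every fit that left out a library, and of the 17 calls 7 did. The smallest adjusted p-value of the interaction of mutant and stage among these genes was 0.20.

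**Figure D5:**
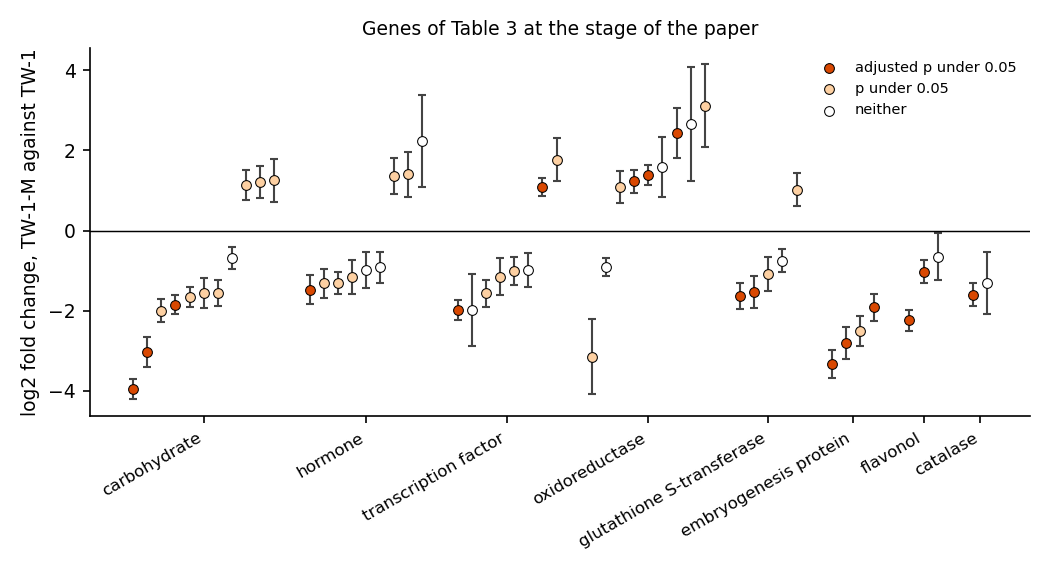
Log2 fold change of TW-1-M against TW-1 (± standard error from limma, 3 libraries against 3) for the 51 genes of Table 3 in the deposited table, by group; each point is a gene at the stage given in the paper. The changes run from -3.95 to 3.12, with the adjusted p-value below 0.05 in 17 genes with an absolute change above 1.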

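Of the 13 carbohydrate genes of Table 3, 11 were in the deposited table, 8 lower and 3 higher in TW-1-M at the stage of the paper, and the same numbers were found after quantile normalization. By limma 10 were called, 3 at the adjusted p-value. The higher ones were the dolichyl-diphosphooligosaccharide genes gene7840 (log2 fold change 1.25, adjusted p = 0.12) and gene54561 (log2 fold change 1.21, adjusted p = 0.071) at stage 2 and the UDP-glucose dehydrogenase gene22682 (log2 fold change 1.15, adjusted p = 0.54) at stage 3. With the replicate block the adjusted p-values of gene7840 and gene54561 were 0.023 and 0.02. The UDP-glycosyltransferase gene54704 was at 167 ± 46.3 FPKM in TW-1-M-1 and 266 ± 50.2 in TW-1-1 (a log2 fold change of -0.69, adjusted p = 0.31).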

The first group contained 13 genes which mainly participated in carbohydrate metabolism (glycosyltransferase, glucanase, galactinol synthase). The second group was composed of 11 genes, they were one abscisic-acid-receptor, two auxin –regulated protein, six ethylene-responsive transcription factors, one gibberellin 2-beta-dioxygenase and one gibberellin-regulated protein. 

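In the hormone group 9 of the 11 genes were in the deposited table, 3 higher and 6 lower in TW-1-M at the stage of the paper. By limma 6 were called and 1 passed at the adjusted p-value. The auxin down-regulated protein gene29377 was at 2276 ± 1438 FPKM in TW-1-M-1 and 843 ± 399 in TW-1-1 (a log2 fold change of 1.40, adjusted p = 0.31).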

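Of the 10 transcription factors of Table 3, 8 were in the deposited table, and 7 of them did not overlap between the mutants. By limma 6 were called and 2 passed at the adjusted p-value. The ABC transporter F family member gene34732 and the F-box genes gene35673 and gene8658 were counted in this group here. The paper does not list its members. Gene34732 was at 52.1 ± 4.82 FPKM in TW-1-M-2 and 213 ± 58.9 in TW-1-2 (a log2 fold change of -1.98, adjusted p = 0.0063). The homeodomain-leucine zipper gene21642 was higher, at 149 ± 13.2 against 69.8 ± 10 FPKM (a log2 fold change of 1.09, adjusted p = 0.021).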

The third group contained 10 transcript factors. The fourth group were made up of nine oxidoreductases (three carboxylateoxidase, one acyl-CoA oxidase, one ascorbate peroxidase, one L—ascorbate oxidase, two peroxidase and one aldo-keto reductase). 

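All 9 oxidoreductases were in the deposited table and none overlapped between the mutants at the stage of the paper, 7 higher and 2 lower in TW-1-M. By limma 6 were called and 3 passed at the adjusted p-value. The peroxidase 15-like gene24224 was at 175 ± 28.3 FPKM in TW-1-M-2 and 75.9 ± 23.4 in TW-1-2 (a log2 fold change of 1.23, adjusted p = 0.028). The peroxidase 12-like gene46117 had a log2 fold change of 2.65 (adjusted p = 0.19) which ranged from 0.69 to 3.64 with a library left out. Acyl-CoA oxidase (gene12186, log2 fold change -0.91, adjusted p = 0.032) at stage 2 and the aldo-keto reductase gene16824 at stage 3 (log2 fold change -3.15, adjusted p = 0.54) were lower in TW-1-M.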

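Of the 5 glutathione S-transferases 4 were lower in TW-1-M-2 and 1 higher in TW-1-M-1 at the stage of the paper, and at stage 2 the same number was lower after quantile normalization. At stages 1 and 3 the normalization turned the direction of 1 gene each, from 3 to 2 lower and from 4 to 3 lower. By limma 4 were called and 2 passed at the adjusted p-value. These were gene27455 (log2 fold change -1.63, adjusted p = 0.02) and gene56620 (log2 fold change -1.54, adjusted p = 0.04), the second at 122 ± 28.8 FPKM in TW-1-M-2 and 380.0 ± 169 in TW-1-2. The higher one was gene18908 (log2 fold change 1.02, adjusted p = 0.32).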

The fifth group constituted five glutathione S-transferases. The sixth group inculded four embryogenesis protein genes. 

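The flavonol genes were lower in TW-1-M-2 than in TW-1-2, and also after quantile normalization. The isoflavone 7-O-glucosyltransferase gene46225 was at 98.3 ± 19.3 against 471 ± 102 FPKM (a log2 fold change of -2.25, adjusted p = 0.0055, limma). The flavonol synthase gene55554 had a log2 fold change of -1.03 (adjusted p = 0.046). The 2-hydroxyisoflavanone dehydratase gene2676 overlapped between the mutants (log2 fold change -0.65, adjusted p = 0.42), and its change lay between -1.11 and 0.07 with a library left out.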

The seventh group was made up three flavonol genes. The last group comprised two catalase genes (Table 3).

**Table 3:** DEGs with high FRPM values in TW-1 and TW-1-M

Gene	Gene_annotation	TW-1-M	TW-1	Regulation
gene13922	1-aminocyclopropane-1-carboxylate oxidase 1	1160.28	240.427	up
gene20644	1-aminocyclopropane-1-carboxylate oxidase 1-like	326.818	56.2496	up
gene20259	1-aminocyclopropane-1-carboxylate oxidase-like	446.817	204.574	up
gene2676	2-hydroxyisoflavanone dehydratase	148.017	308.306	down
gene34732	ABC transporter F family member 1, transcript variant X1	57.2258	240.966	down
gene37621	abscisic acid receptor PYL12-like	656.208	1350.98	down
gene12186	acyl-CoA oxidase	55.391	117.437	down
gene58187	ascorbate peroxidase 1, cytosolic	270.578	105.846	up
gene29377	auxin down-regulated protein	2132.82	759.573	up
gene37700	auxin-repressed 12.5 kDa protein-like, transcript variant X1	116.909	278.5	down
gene8950	catalase	62	192.975	down
gene14347	catalase	90.0193	255.074	down
gene7840	dolichyl-diphosphooligosaccharide--protein glycosyltransferase subunit 4A	236.779	110.339	up
gene54561	dolichyl-diphosphooligosaccharide--protein glycosyltransferase subunit 4A	223.879	104.715	up
gene27626	embryonic protein DC-8-like	44.7358	269.219	down
gene31117	endo-1,3-beta-glucanase	59.2309	540.571	down
gene37696	ethylene-responsive transcription factor 12	212.678	879.038	down
gene42281	ethylene-responsive transcription factor 12-like	374.843	794.408	down
gene15603	ethylene-responsive transcription factor ERF110-like	155.112	347.213	down
gene49187	ethylene-responsive transcription factor RAP2-1-like	56.2688	135.164	down
gene24409	ethylene-responsive transcription factor RAP2-3-like	668.14	1576.5	down
gene42969	ethylene-responsive transcription factor RAP2-3-like	1167.92	3510.15	down
gene35673	F-box protein SKP2B, transcript variant X1	77.6451	172.134	down
gene55554	flavonol synthase/flavanone 3-hydroxylase-like	84.0581	183.276	down
gene8335	galactinol synthase 1	500.381	1388.7	down
gene55115	galactinol synthase 2	23.0731	379.858	down
gene15912	galactinol--sucrose galactosyltransferase, transcript variant *X*2	142.3	396.706	down
gene11959	galactinol--sucrose galactosyltransferase-like	90.2918	344.135	down
gene42444	gibberellin 2-beta-dioxygenase-like	240.649	96.8673	up
gene52252	gibberellin-regulated protein 4-like	6582.18	2751.57	up
gene56620	glutathione S-transferase GST 18	74.9299	251.187	down
gene18908	glutathione S-transferase GST 7	223.983	96.0631	up
gene27455	glutathione S-transferase L3, transcript variant X1	158.692	512.444	down
gene44166	glutathione transferase	132.399	308.722	down
gene21642	homeodomain-leucine zipper protein 56, transcript variant X1	189.04	91.3283	up
gene46225	isoflavone 7-O-glucosyltransferase 1-like	30.5776	116.967	down
gene8972	L-ascorbate oxidase homolog	139.264	63.2909	up
gene27264	late embryogenesis abundant protein D-34-like	300.459	1242.39	down
gene35300	late embryogenesis abundant protein-like	328.87	2372.13	down
gene37327	late embryogenesis abundant protein-like	52.5198	587.359	down
gene30694	MYB transcription factor MYB50	142.722	41.363	up
gene9199	MYB transcription factor MYB68	52.8014	152.65	down
gene46117	peroxidase 12-like	192.985	80.4326	up
gene24224	peroxidase 15-like, transcript variant X1	179.556	36.2356	up
gene16824	probable aldo-keto reductase 2	42.1291	513.099	down
gene47762	probable galactinol--sucrose galactosyltransferase 6, transcript variant X1	161.157	60.6944	up
gene44169	probable glutathione S-transferase parC	86.7473	287.001	down
gene8658	putative F-box protein PP2-B12	77.8839	458.651	down
gene11905	RING-H2 finger protein ATL48	269.579	746.254	down
gene55008	stachyose synthase	57.1634	224.996	down
gene27675	transcription elongation factor 1 homolog	129.432	322.136	down
gene12634	transcription factor HEC1-like	80.3	168.632	down
gene30355	UDP-glucose 4-epimerase GEPI48-like, transcript variant X1	48.3533	148.505	down
gene52306	UDP-glucose 6-dehydrogenase 1	172.346	65.6367	up
gene22682	UDP-glucose dehydrogenase, transcript variant X1	181.645	84.1597	up
gene54704	UDP-glycosyltransferase 73C2-like	392.204	114.358	up
gene45	zinc finger CCCH domain-containing protein 20	97.306	265.596	down

### Confirmation of read-mapped genes by qRT-PCR

To certify the reliability of the Solexa/Illumina sequencing technology, 10 genes were selected for qRT-PCR assays. The soybean *ACT11* gene was used as an internal control. Although the qRT-PCR expression data was not very consistent with the data from the Solexa RNA-seq analysis, both methods yielded the same expression trends (Fig. 7).

**Fig. 7:**
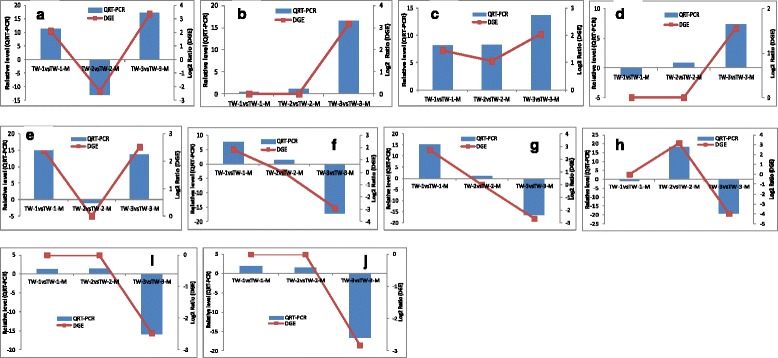
Results of qRT-PCR on 10 genes. **a** Glyma05g31370; **b** Glyma01g12970; **c** Glyma06g02040; **d** Glyma15g03650; **e** Glyma03g41920; **f** Glyma08g08620; **g** Glyma08g14630; **h** Glyma13g22060; **i** Glyma13g30210; **j** Glyma17g34800. Expression data from qRT-PCR basically corroborated the data from Solexa RNA-seq analysis, with both methods yielding the same expression trends

## Discussion

In this study, numerous genes showed different expression levels between TW-1-M and TW-1 mutants. These expression differences were analyzed by RNA-Seq, a fully quantitative method for gene expression evolution [30], providing a new platform to understand the relationships between germination processes and regulatory mechanisms. 

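By the limma test the DEGs higher in TW-1-M made up 40.6% at stage 1, 58.1% at stage 2, 39.5% at stage 3 and 45.3% over all stages. After quantile normalization the shares were 43.7%, 52.2%, 47.0% and 47.1%. With FPKM of at least 1 in every library they were 40.8%, 46.7%, 17.9% and 30.6%, so the majority at stage 2 turned (1262 higher and 1438 lower). Over all stages more genes were higher than lower with a pseudocount of 0.1 (1566 and 1321), with the fold change as the ratio of the group means (1462 and 1342) and with stage as a covariate (1116 and 973).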

In our experiments, the number of up-regulated genes was significantly higher than the number of down-regulated genes in TW-1-M, which indicated that most of the genes related to the better germination process and regulatory mechanism were up-regulated. Based on the detailed analysis of high germination-related functionally annotated genes and pathways, genes with the greatest significant differences in expression or abundance were found. These genes were mainly involved in anti-stress, plant hormones, reactive oxygen species and energy metabolism processes. These results were partly consistent with the results from other plants, such as wheat [19], garden pea [31], Arabidopsis [32] and rice [33]. According to these reports [19, 31–33], the genes related to plant hormones and reactive oxygen species might play key roles in seed germination. No report was found on the transcriptomes of LPA crops, especially during the germination process. However, in LPA maize, the free radicals content increased and the seed antioxidation ability decreased because of the reduction in phytate [34], indicating that the genes with antioxidation abilities might be responsible for seed germination rates in LPA crops.

### DGE responses to stress

Based on the changes in the external environment, soybean seeds could use different mechanisms to cope with many biotic and abiotic stresses during germination [35]. In this research, we found many GO functional categories related to abiotic stresses, such as response to salt stress, response to stress and response to heat, even though we performed all of the experiments under the same environmental conditions. These two LPA mutants had a different regulatory response mechanism to the germination environment although their seeds having the same phytate levels and mutated gene. Ten other transcription factors with high levels of differential expression were identified by the DGE analysis in TW-1. These could also participate in the regulation of genes involved in responding to stress and the seed germination process. 

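At the stage of the paper 6 of the 8 genes counted as transcription factors were higher in TW-1. The other 2, gene21642 and the MYB transcription factor gene30694, were higher in TW-1-M. The 6 include the ABC transporter gene34732 and the F-box genes gene35673 and gene8658, whose annotations name no transcription factor. Over these 8 genes 4 were lower and 4 higher in TW-1-M at stage 1, and after quantile normalization 3 were lower and 5 higher. At stage 2, 6 were lower with and without quantile normalization. MYB50 (gene30694) was at 152 ± 82.5 FPKM in TW-1-M-1 and 46 ± 25.4 in TW-1-1 (a log2 fold change of 1.77, adjusted p = 0.21, limma). MYB68 (gene9199) was at 56.2 ± 19.1 against 169 ± 53.3 FPKM (a log2 fold change of -1.57, adjusted p = 0.11).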

The high expression level of these genes in the mutant TW-1 might suggest that TW-1 seeds have a different ability to overcome stresses comparing with mutant TW-1-M during the germination stage.

### DGE responses to plant hormones

Seed germination is controlled by both intrinsic and environmental cues, which are mainly regulated by two antagonistic phytohormones, abscisic acid (ABA) and gibberellin (GA) [20]. GA promotes seed germination, whereas ABA has a contrary effect [36]. In our research, we also found three candidate genes, one gibberellin 2-beta-dioxygenase, one gibberellin-regulated protein and ABA receptor *PYL12*, involved in GA and ABA metabolism and signal transduction (Table 3). Gibberellin-regulated protein may function at hormonal-controlled steps of development such as seed germination, flowering and seed maturation [37]. *GA2ox* is responsible for seed dormancy and germination during dark imbibition [38]. These two genes were up-regulated in TW-1-M. *PYLs* function as ABA receptors in the ABA signaling pathway [39], and *PYLs-*mediated ABA signaling could play a crucial role in favoring stress adaptation and growth development for plants [40]. 

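The gibberellin 2-beta-dioxygenase gene42444 was at 271 ± 106 FPKM in TW-1-M-1 and between 54.5 and 162 in TW-1-1. All 3 libraries of TW-1-M-1 lay above those of TW-1-1, and the log2 fold change was 1.36 with an adjusted p of 0.23 (limma). At stages 2 and 3 its mean was lower in TW-1-M, at 46.9 ± 28.9 against 70.2 ± 42.6 and 7.37 ± 8.65 against 19.2 ± 20.8 FPKM, with overlapping values. The PYL12-like receptor gene37621 was lower in TW-1-M-2, at 682 ± 235 against 1419.7 ± 733 FPKM (a log2 fold change of -0.98, adjusted p = 0.14, and 0.031 with the replicate block). Its values overlapped between the mutants.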

In our results, Gibberellin-regulated protein had the greatest expression abundance, especially in TW-1-M, which could be responsible for TW-1-M’s high germination.

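The gibberellin-regulated protein gene52252 was at 6002 ± 1766 FPKM in TW-1-M-2 and 2412 ± 1962 in TW-1-2. The log2 fold change was 2.24 with a standard error of 1.15 and an adjusted p of 0.18 (limma), and it ranged from 0.72 to 3.01 with a library left out. At stage 1 it was at 1737 ± 1535 FPKM in TW-1-M-1 and 384 ± 295 in TW-1-1. At stage 3 the mean was lower in TW-1-M-3, at 5355 ± 2022, than in TW-1-3, at 8619 ± 7615, while the log2 fold change was 0.55 (adjusted p = 0.86).

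**Figure D6:**
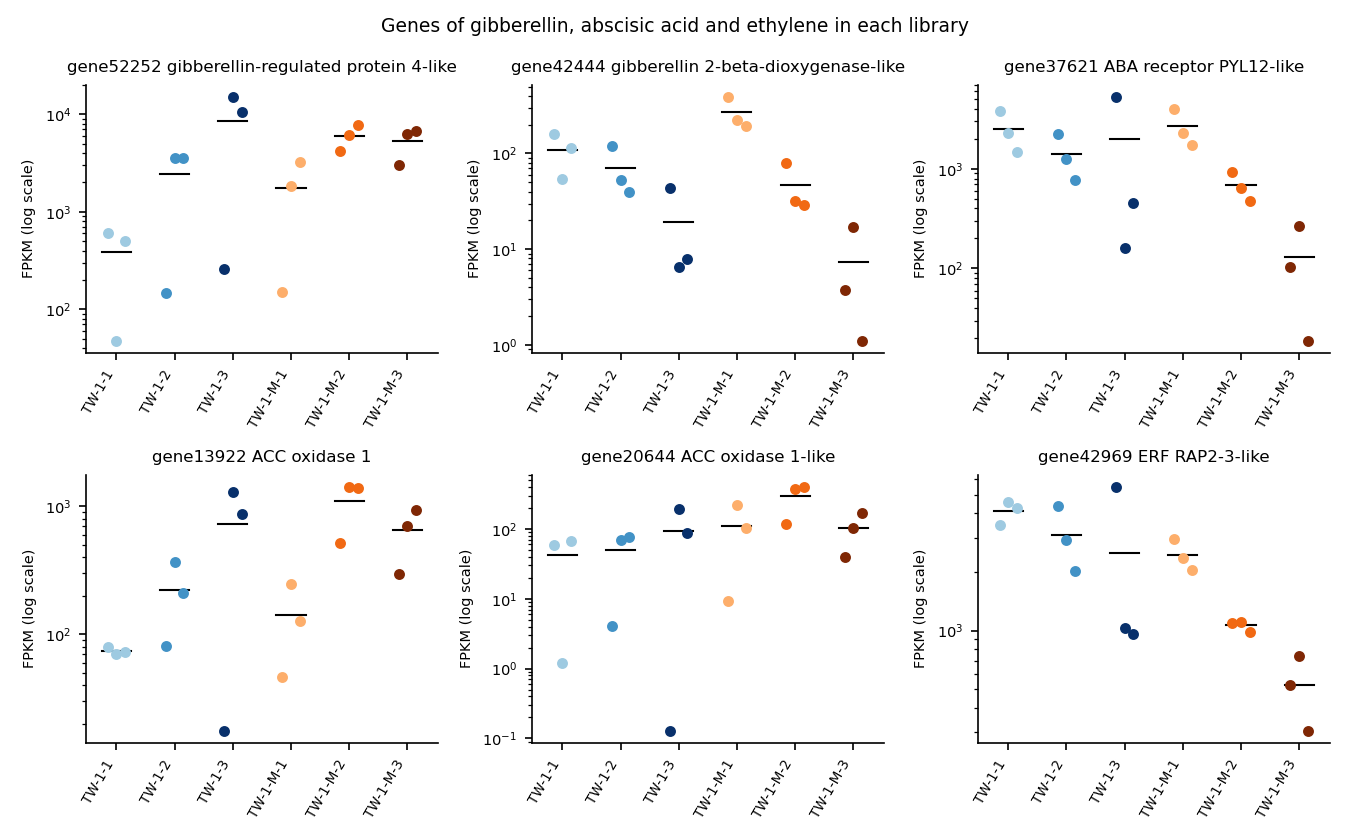
FPKM on a log scale of 6 hormone genes of Table 3 in the 6 groups; each point is a library in the order of its replicate number and each line is the mean of 3 libraries. In TW-1-2 and TW-1-3 the first library of gene52252 lies below the others of its group.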

Another plant hormone, ethylene, which participates in the regulation of GA and ABA, could also be responsible for seed germination [41]. In our study, we also found some ethylene regulatory and biosynthesis genes (six ethylene-responsive transcription factors and three 1-aminocyclopropane-1-carboxylate oxidases), which had high expression abundances in the six constructed libraries. 

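The 1-aminocyclopropane-1-carboxylate oxidases were higher in TW-1-M-2 than in TW-1-2 in all 3 libraries, and limma called 1 of them at the adjusted p-value. Gene13922 was at 1111 ± 516 against 221 ± 145 FPKM (a log2 fold change of 2.44, adjusted p = 0.036), gene20644 at 299 ± 159 against 49.4 ± 39.3 (a log2 fold change of 3.12, adjusted p = 0.065) and gene20259 at 408 ± 128 against 179.6 ± 126 (a log2 fold change of 1.59, adjusted p = 0.15). With the replicate block the adjusted p-values were 0.015, 0.019 and 0.056. Of the 6 ethylene-responsive transcription factors of Table 3, 5 could be paired with the deposited table. At the stage of the paper all 5 were lower in TW-1-M and did not overlap between the mutants. The RAP2-3-like gene42969 was at 1065 ± 67.5 FPKM in TW-1-M-2 and 3107 ± 1172 in TW-1-2 (a log2 fold change of -1.48, adjusted p = 0.034). The second RAP2-3-like gene, gene24409, was at 789.7 ± 186 against 1883 ± 919 FPKM (a log2 fold change of -1.16, adjusted p = 0.088, and 0.03 with the block). The other three, gene42281 at stage 2 and gene15603 and gene49187 at stage 1, had log2 fold changes of -0.92, -1.32 and -1.31, with adjusted p-values of 0.11, 0.17 and 0.1. At stage 1 gene42281 was higher in TW-1-M, at 1193 ± 379.7 against 735 ± 132 FPKM with overlapping values. Those of gene24409, gene15603 and gene49187 overlapped at stage 3.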

All ethylene-responsive transcription factors were down-regulated in TW-1-M, three 1-aminocyclopropane-1-carboxylate oxidases genes were up-regulated in TW-1-M.

### DGE responses to reactive oxygen species

The successful execution of a germination program depends greatly on the seed oxidative homeostasis [26]. Many functional genes and pathways involved in the soybean oxidative process were identified. These genes maintain oxidative balances and reduce oxidative damage to a wide range of cellular components, including DNA, proteins and lipids, and maintain the seeds’ ability to germinate [42–44]. 

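Ascorbate peroxidase 1 (gene58187) was at 289 ± 81 FPKM in TW-1-M-2 and 107 ± 5.83 in TW-1-2, a log2 fold change of 1.39 with a standard error of 0.26 and an adjusted p of 0.018 (limma). The change stayed between 1.17 and 1.55 with a library left out. The L-ascorbate oxidase homolog gene8972 was at 171 ± 29.1 against 87.4 ± 40.8 FPKM (a log2 fold change of 1.08, adjusted p = 0.088, and 0.04 with the replicate block). Neither gene overlapped between the mutants at stage 2.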

The ascorbate peroxidase gene and L-ascorbate oxidase gene, with their high expression abundances in TW-1-M, play an important role in the regulation of the oxidative state, protecting seeds and maintaining their vigor in mature drying seeds as well as during the early stages of germination [25, 45]. 

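The cytochrome P450 CYP82D47-like gene30772 of Table 2 was at 0.0867 ± 0.00577 FPKM in TW-1-M-2 and 3.13 ± 0.339 in TW-1-2 (a log2 fold change of -1.92, adjusted p = 0.0025, limma). The change stayed between -1.98 and -1.86 with a library left out.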

The most differentially expressed gene, Cytochrome P450, were found in both TW-1 and TW-1-M. The P450 family is a large and diverse group of isozymes that mediate a diverse array of oxidative reactions [46]. 

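Polyphenol oxidase A1 (gene37153) was at 1.74 ± 1.22 FPKM in TW-1-M-2 and 0.03 ± 0.03 in TW-1-2 (a log2 fold change of 1.29, adjusted p = 0.044, limma). With a library left out the log2 fold change lay between 1.01 and 1.73, and the adjusted p-value reached 0.14. Here too the change is of log2(FPKM + 1) and smaller than that of the FPKM ratio.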

Polyphenol oxidase A1 was highly expressed in TW-1-M, revealing a vital defense function and protective role in the sensitive early phase of germination and seeding development [47]. 

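Catalase gene8950 was at 171 ± 40 FPKM in TW-1-2 and 56.4 ± 18.1 in TW-1-M-2 (a log2 fold change of -1.60, adjusted p = 0.017, limma), with no overlap between the mutants. Catalase gene14347 was at 266 ± 250.1 FPKM in TW-1-3 and 93.9 ± 57.9 in TW-1-M-3 (a log2 fold change of -1.30, adjusted p = 0.54), and its values overlapped. Both genes were lower in TW-1-M at each stage, with and without quantile normalization.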

The enzyme catalase, which has been employed to determine seed viability [48], was also identified as highly expressed in mutant TW-1. Some DEGs related to flavone metabolism were identified, such as 2-hydroxyisoflavanone synthase, an isoflavone reductase homolog, isoflavone 2’-hydroxylase and isoflavone reductase. These genes are involved in isoflavone biosynthesis, and isoflavone is regarded as an anti-oxidative compound in soybean seeds.

### DGE responses to energy metabolism

Respiration and energy production play key roles in whole seed germination [19]. In this research, some highly expressed and enriched genes related to carbohydrate biosynthesis and metabolism pathways were found, such as glycosyltransferase, glucanase, galactinol synthase, and glucose. These genes might provide energy, translate signaling and be involved in the anti-oxidative process during seed germination.

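Galactinol synthase 2 (gene55115) was at 21 ± 5.22 FPKM in TW-1-M-2 and 335 ± 43.5 in TW-1-2, a log2 fold change of -3.95 with a standard error of 0.25 and an adjusted p of 0.0013 (limma). It stayed between -4.08 and -3.74 with a library left out. Endo-1,3-beta-glucanase (gene31117) was at 43.5 ± 13.1 against 375 ± 165 FPKM (a log2 fold change of -3.03, adjusted p = 0.0053). The galactinol-sucrose galactosyltransferase gene11959 had a log2 fold change of -1.85 (adjusted p = 0.0062). At stage 1 galactinol synthase 1 (gene8335, log2 fold change -1.56, adjusted p = 0.11), stachyose synthase (gene55008, log2 fold change -2.00, adjusted p = 0.051), the galactosyltransferase gene15912 (log2 fold change -1.56, adjusted p = 0.13) and UDP-glucose 4-epimerase (gene30355, log2 fold change -1.66, adjusted p = 0.052) were lower in TW-1-M-1 in all 3 libraries.

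**Figure D7:**
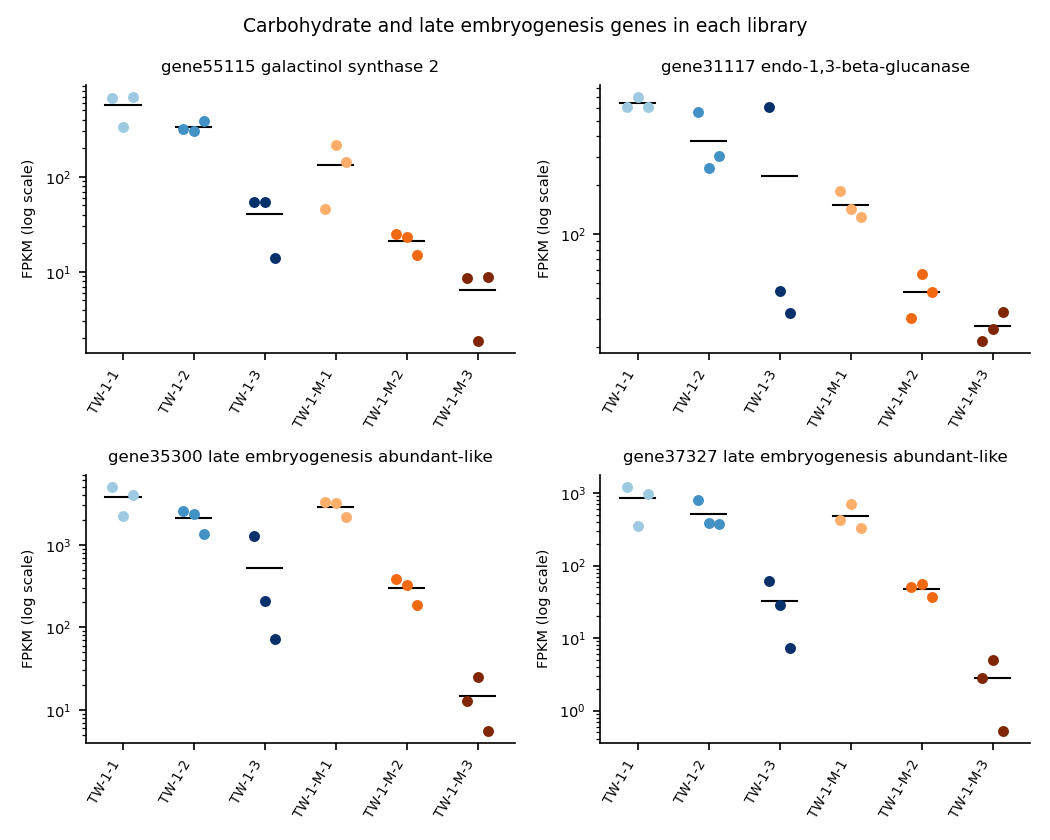
FPKM on a log scale of 2 carbohydrate genes and 2 late embryogenesis genes of Table 3 in the 6 groups; each point is a library in the order of its replicate number and each line is the mean of 3 libraries. In TW-1-3 replicate 1 stands above the other two libraries of its group for gene31117 and gene35300.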

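All 4 embryogenesis genes of Table 3 were lower in TW-1-M at each stage, with and without quantile normalization. The late embryogenesis abundant genes gene35300, gene37327 and gene27264 were at 299.5 ± 101, 47.9 ± 10.3 and 276 ± 27.7 FPKM in TW-1-M-2 and at 2096 ± 651, 520.0 ± 245 and 1110.2 ± 502 in TW-1-2. Their log2 fold changes were -2.81, -3.34 and -1.92, with adjusted p-values of 0.0079, 0.0037 and 0.016 (limma). At stage 3 the embryonic protein DC-8-like gene27626 had a log2 fold change of -2.51 (adjusted p = 0.15) and gene35300 one of -4.34 (adjusted p = 0.5).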

We also found some embryogenesis abundant protein genes were high expressed in mutant TW-1. Although we compared the transcripts of soybean LPA mutants, we did not find any DEGs related to the phytate metabolic process. This result indicated that these two mutants used the same phytate metabolic pathway in seeds during the germination stage. 

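The table of gene symbols (Glycine_max_v4.0) named 10 genes of phytate synthesis or breakdown among the tested genes, which gave 30 pairs of a gene and a stage. By limma 2 pairs were called at the unadjusted and 1 at the adjusted p-value, and 2 passed when the adjustment covered only the list. In 9 pairs (30.0%) the values of the mutants did not overlap, where chance gives 10% and all tested genes gave 21.7%, 47.2% and 21.3% at stages 1, 2 and 3, so the list held no excess. MIPS4 was at 0.527 ± 0.819 FPKM in TW-1-M-2 and 12.6 ± 13.9 in TW-1-2 (a log2 fold change of -2.71, adjusted p = 0.045, and 0.064 with the replicate block). GmMIPS1 (MIPS), which carries the deletion in both mutants, was at 7.82 ± 6.13 FPKM in TW-1-M-3 and 2.32 ± 0.726 in TW-1-3 (a log2 fold change of 1.22, adjusted p = 0.54), and at stages 1 and 2 the log2 fold changes were -0.07 and -0.06. A gene with the synonym phytase (LOC100787977) was lower in TW-1-M-2, at 2.6 ± 0.316 against 6.26 ± 1.66 FPKM (a log2 fold change of -0.99, adjusted p = 0.031). PAP3 was higher, at 321 ± 4.27 against 197 ± 24.5 FPKM (a log2 fold change of 0.71, adjusted p = 0.059, and 0.04 with the block). The kinase genes ITPK1, ITPK2, ITPK3, ITPK4, IPK1 and IPK2 were not called at any stage.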

We identified some candidate genes that might strongly influence seed germination in TW-1-M. However, we still need to perform a genetic analysis and gene mapping to clone these new genes. Further research will help understand the differences in seed germination between the two LPA mutants.

## Conclusions

Improving the seed germination trait of LPA crops is an important goal in crop breeding programs. The gene expression profiling of LPA soybean mutants should provide a substantial contribution to understand the germination mechanism in LPA crops.

In this study, 3,950-9,245 DEGs were identified in each contrast libraries, with TW-1-M having the similar up- and down- regulated DEGs with TW-1. TW-1-M and TW-1 displayed many differentially expressed transcripts involved in seed germination, and DEGs from the seed germination process were mainly related to the ethylene-mediated signaling pathway, oxidation-reduction, the abscisic acid-mediated signaling pathway, response to hormone, ethylene biosynthetic process, ethylene metabolic process, regulation of hormone levels, and oxidation-reduction process, regulation of flavonoid biosynthetic process and regulation of abscisic acid-activated signaling pathway. In total, 2457 DEGs involved in the functional categories above were identified. Twenty-two genes with 20 biological functions were most differentially expressed in high germination-related metabolic or signaling pathways. Fifty-seven genes with 36 biological functions had the greatest expression abundance in germination-related pathways. TW-1-M showed high gene expression in anti-oxidation, GA biosynthesis, stress response and energy metabolism processes, but low gene expression levels in ethylene synthesis during seed germination. 

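At stage 2 the oxidation and hormone genes of Table 3 stood as follows by limma. The paper chose these genes as DEGs in these same libraries, so the counts do not test its conclusion. A difference in the course of germination cannot be told apart from one of the mutants at stage 2. Of the 9 oxidoreductases 7 were higher and 2 lower in TW-1-M-2, with a median log2 fold change of 1.39, and 4 passed at the adjusted p-value. At stages 1 and 3 they were 7 and 6 higher (medians 0.61 and 0.57), with 0 and 1 called at the unadjusted p-value and 0 passing. Of the 9 hormone genes in the deposited table 2 were higher and 7 lower, with a median of -0.98, and 3 passed. At stage 1 the hormone genes were 5 higher and 4 lower (median 0.11) and at stage 3, 1 higher and 8 lower (-1.34), and 0 passed at either stage, with 4 and 3 called at the unadjusted p-value. Of the 11 carbohydrate genes 8 were lower at stage 2, with a median of -2.88, and 7 passed. The same number were lower at stages 1 and 3 (-1.56 and -1.82), where 6 and 5 genes were called at the unadjusted p-value and 1 and 0 passed.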

The differences in these biological processes between the two LPA mutants could provide a molecular basis for the difference in the seed germination rate.

The findings of this research will allow us to further understand the molecular mechanisms of seed germination in LPA crops. These can also be used as an important resource for the genetic analyses of LPA crop germination traits. Our work suggested that expression diversification of plant hormone- and reactive oxygen species-related genes might strongly contribute to the successful germination in TW-1-M.

## Additional files

Additional file 1: Primers for the qRT-PCR of the 10 tested genes.
Additional file 2: A table with the FPKM value of each soybean gene in each of the 18 libraries.
Additional file 3: All DEGs when comparing each germination stage individually in two LPA mutants. 

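Of the 481 genes listed without a stage in the copy of Additional file 3, 447 were in the deposited table. In 391 of them the mean FPKM over all stages differed in the direction of the list. By limma 66 of them were called at the unadjusted and 5 at the adjusted p-value, and in 1 gene the 9 values of the mutants did not overlap. The list gives one value per mutant without a stage. Against it, the mean deposited FPKM over all stages differed by a median factor of 2.11 in TW-1-M and 3.37 in TW-1. The listed values are thus not these means, and the calls may not compare like with like.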

(XLSX 6334 kb)
Additional file 4: Genes expressed specifically in three contrast libraries. 

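Additional file 4 lists genes below FPKM 1 in one mutant and above it in the other, 197 at stage 1, 629 at stage 2 and 169 at stage 3. All were in the deposited table, and for all of them the 3 values of the mutants did not overlap and lay in the direction of the list. This follows from how the genes were chosen, and the 10% that chance gives for other genes is no measure for them. By limma 103, 276 and 79 of them were called at the unadjusted and 36, 262 and 2 at the adjusted p-value. For genes near FPKM 1 the threshold on the change of log2(FPKM + 1) is harder to reach.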

(XLSX 106 kb)
Additional file 5: Enriched GO terms in the TW-1-M and TW-1 libraries.
Additional file 6: Enriched KEGG pathways in the TW-1-M and TW-1 libraries.
Additional file 7: DEGs in each biological process category related to seed germination.
Additional file 8: Most differentially expressed genes identified by analysis of DEGs in TW-1-M relative to TW-1. 

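Of the genes listed in Additional file 8, 46 of 90 at stage 1, 117 of 164 at stage 2 and 38 of 74 at stage 3 were found in the deposited table. All of these differed in the direction of the list. By limma 28, 52 and 26 were called at the unadjusted and 18, 46 and 2 at the adjusted p-value. The group means of the deposited FPKM and the FPKM in the list differed by a factor with a median of 1.07 in TW-1-M-1 and 1.11 in TW-1-1, of 0.913 and 0.888 at stage 2, and of 0.890 and 0.889 at stage 3.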

(XLSX 74 kb)
Additional file 9: Special DEGs with FPKM value >100 in each contrast libraries. 

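In Additional file 9, 148 genes are legible for stage 1 and 387 for stage 2, all in the deposited table. The direction was that of the list for 142 and 382 of them. By limma 115 and 342 were called at the unadjusted and 14 and 232 at the adjusted p-value. The values of the mutants did not overlap for 115 (77.7%) and 350 (90.4%) of the genes. Chance gives 10%, which does not apply to a list chosen by the difference between the mutants.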

(XLSX 191 kb)

## Abbreviations

ABA: Abscisic acid
DEGs: Differentially expressed genes
DGE: Digital gene expression
FPKM: Fragment/Kb/million
GA: Gibberellin
LPA: Low phytic acid

## References

[1] Wang ZF, Wang JF, Bao YM, Wang FH, Zhang HS (2010). Quantitative trait loci analysis for rice seed vigor during the germination stage. J Zhejiang Univ Sci B.

[2] Hayashi E, Aoyama N, Still DW (2008). Quantitative trait loci associated with lettuce seed germination under different temperature and light environments. Genome.

[3] Raboy V, Young KA, Dorsch JA, Cook A (2001). Genetics and breeding of seed phosphorus and phytic acid. J Plant Physiol.

[4] Mullaney EJ, Daly CB, Ullah AHJ (2000). Advances in phytase research. Adv Appl Microbiol.

[5] Sharley A, Chapra S, Wedepohl R, Sims J, Daniel T, Reddy K (2008). Managing agricultural phosphorus for protection of surface waters-issues and options. J Environ Qual.

[6] Raboy V (2001). Seeds for a better future: ‘low phytate’ grains help to overcome malnutrition and reduce pollution. Trends Plant Sci.

[7] Nunes ACS, Vianna GR, Cuneo F, Amaya-Farfán J, de Capdeville G, Rech EL, Aragão FJL (2006). RNAi-mediated silencing of the myo-inositol-1-phosphate synthase gene (GmMIPS1) in transgenic soybean inhibited seed development and reduced phytate content. Planta.

[8] Yuan FJ, Zhao HJ, Ren XL, Zhu SL, Fu XJ, Shu QY (2007). Generation and characterization of two novel low phytate mutations in soybean (Glycine max L. Merr.). Theor Appl Genet.

[9] Shi J, Wang H, Wu Y, Hazebroek J, Meeley RB, Ertl DS (2003). The maize low-phytic acid mutant lpa2 is caused by mutation in an inositol phosphate kinase gene. Plant Physiol.

[10] Ali N, Paul S, Gayen D, Sarkar SN, Datta SK, Datta K (2013). RNAi mediated down regulation of myo-inositol-3-phosphate synthase to generate low phytate rice. Rice.

[11] Li WX, Zhao HJ, Pang WQ, Cui HR, Poirier Y, Shu QY (2014). Seed specific silencing of OsMRP5 reduces seed phytic acid and weight in rice. Transgenic Res.

[12] Raboy V (2009). Approaches and challenges to engineering seed phytate and total phosphorus. Plant Sci.

[13] Meis SJ, Fehr WR, Schnebly SR (2003). Seed source effect on field emergence of soybean lines with reduced phytate and raffnose saccharides. Crop Sci.

[14] Oltmans SE, Fehr WR, Welke GA, Raboy V (2005). Agronomic and seed traits of soybean lines with low-phytate phosphorus. Crop Sci.

[15] Spear JD, Fehr WR (2007). Genetic Improvement of Seedling Emergence of Soybean Lines with Low Phytate. Crop Sci.

[16] Bregitzer P, Raboy V (2006). Effects of four independent low-phytate mutations on barley agronomic performance. Crop Sci.

[17] Rutger JN, Raboy V, Moldenhauer KAK, Bryant RJ, Lee FN, Gibbons JW (2004). Registration of KBNT lpa1-1 low phytic acid germplasm of rice. Crop Sci.

[18] Zhao HJ, Liu QL, Ren XL, Wu DX, Shu QY (2008). Gene identification and allele-specific marker development for two allelic low phytic acid mutations in rice (Oryza sativa L.). Mol Breed.

[19] He M, Zhu C, Dong K, Zhang T, Cheng ZW, Li JR, Yan YM. Comparative proteome analysis of embryo and endosperm reveals central differential expression proteins involved in wheat seed germination. BMC Plant Physiol. 2015;15:97–112.10.1186/s12870-015-0471-zPMC440742625888100

[20] Holdsworty MJ, Bentsink L, Soppe WJ (2008). Molecular networks regulating Arabidopsis seed maturation, after-ripening, dormancy and germination. New Phytol.

[21] Goettel W, Xia E, Upchurch R, Wang ML, Chen PY, Charles An YQ (2014). Identification and characterization of transcript polymorphisms in soybean lines varying in oil composition and content. BMC Genomics.

[22] Sun Q, Wang JH, Sun BQ (2007). Advances on seed vigor physiological and genetic mechanisms. Agric Sci China.

[23] Hiroyuki N (2006). Seed germination-the biochemical and molecular mechanisma. Breed Sci.

[24] Wang LK, Feng ZX, Wang X, Wang XW, Zhang XG (2010). DEGseq: an R package for identifying differentially expressed genes from RNA-seq data. Bioinformatics.

[25] Yuan FJ, Zhu DH, Tan YY, Dong DK, Fu XJ, Zhu SL, Li BQ, Shu QY (2012). Identification and characterization of the soybean IPK1 ortholog of a low phytic acid mutant reveals an exon-excluding splice-site mutation. Theor Appl Genet.

[26] Chen CM, Twito S, Miller G. New cross talk between ROS, ABA and auxin controlling seed maturation and germination unraveled in APX6 deficient Arabidopsis seeds. Plant signaling behavior. 2014, 9(12):e976489. http://dx.doi.org/10.4161/15592324.2014.976489.10.4161/15592324.2014.976489PMC462262225482750

[27] Jones SI, Gonzalez DO, Vodkin LO (2010). Flux of transcript patterns during soybean seed development. BMC Genomics.

[28] Nestor CB, Matilla AJ, Cristina GR, Maria DCRG (2015). ABA-stimulated SoDOG1 expression is after-ripening inhibited during early imbibition of germinating Sisymbrium offcinale seeds. Physiol Plant.

[29] Knaehisa M, Goto S, Kawashima S, Okuno Y, Hattori M (2004). The KEGG resource for deciphering the genome. Nucleic Acids Res.

[30] Wu X, Walker MG, Lou J, Wei L (2005). GAB server: EST-based digital gene expression profiling. Nucleic Acids Res.

[31] Kranner I, Roach T, Beckett RP, Whitaker C, Minibayeva FV (2010). Extracellular production of reactive oxygen species during seed germination and early seedling growth in *Pisum sativum*. J Plant Physiol.

[32] Xi W, Liu C, Hou X, Yu H (2010). MOTHER OF TR AND TFL1 regulates seed germination through a negative feedback loop modulation ABA signaling in Arabidopsis. Plant Cell.

[33] He D, Han C, Yang P (2011). Gene expression profile changes in germinating rice. J Integr Plant Biol.

[34] Doria E, Galleschi L, Calucci L, Pinzino C, Pilu R, Cassami E, Nielsen E (2009). Phytic acid prevents oxidative stress in seeds: evidence from a maize (Zea mays L.) low phytic acid mutant. J Exp Bot.

[35] Finnie C, Melchior S, Roepstorff P, Svensson B (2002). Proteome analsyis of grain filling and seed maturation in barley. Plant Physiol.

[36] Helenius AES (1997). Trombetta: Calnexin, calreticulin and the folding of glycoproteins. Trends Cell Biol.

[37] Yamauchi Y, Ogawa M, Kuwahara A, Hanada A, Kamiya Y (2004). Activation of gibberellin biosynthesis ans response pathways by low temperature during imbibitionof Arabidopsis thaliana seeds. Plant Cell.

[38] Yamauchi Y, Takeda-Kamiya N, Hanada A, Ogawa M, Kuwahara A (2007). Contribution of gibberellin deactivation by AtGA2ox2 to suppression of germination of dark-imbibed Arabidopsis thaliana seeds. Plant Cell Physiol.

[39] Fujii H, Chinnusamy V, Rodrigues A, Rubio S, Antoni R, Park SY (2009). In vitro reconstitution of an abscisic acid signalling pathway. Nature.

[40] Zhang XL, Jiang L, Xin Q, Liu Y, Tan JX, Chen ZZ (2015). Structural basis and functions of abscisic acid receptors PYLs. Plant Sci.

[41] Kucera B, Cohn MA, Leubner-Metzger G (2005). Plant hormone interactions during seed dormancy release and germination. Seed Sci Res.

[42] Parkhey S, Naithani SC, Keshavkant S (2012). ROS production and lipid catabolism in desiccating shorea robusta seeds during aging. Plant Physiol Biochem.

[43] Bailly C, EI-Maarouf-Bouteau H, Corbineau F (2008). From intracellular signaling networks to cell death: the dual role of reactive oxygen species in seed physiology. C R Biol.

[44] Chen Q, Yang L, Ahmad P, Wan X, Hu X (2011). Preteomic profiling and redox status alteration of recalcitrant tea seed in response to desiccation. Planta.

[45] Chen C, Letnik I, Hacham Y, Dobrev P, Ben-Daniel BH, Vankova R, Amir R, Miller G (2014). Ascorbate peroxidase 6 protects Arabidopsis thaliana desiccating and germinating seeds from stress and mediates crosstalk between ROS, ABA and auxin. Plant Physiol.

[46] Chen H, Wang FW, Dong YY, Wang N, Sun YP, Li XY, Liu L, Fan XD, Yin HL, Jing YY, Zhang XY, Li YL, Chen G, Li HY (2012). Sequence mining and transcript profiling to expore differentially wxpressed genes associated with lipid biosynthesis during soybean seed development. Plant Biol.

[47] Sahbaz R, Lieberei R, Aniszewski T (2009). Polyphenol oxidase (PPO, catecholase) activity during germination and early seedling growth of cicer milkvetch (Astragalus cicer L.). J Appl Bot Food Qual.

[48] Ayse AK, Yucel E, Sezgin A (2012). Relationship between seed germination and catalase enzyme activity of Abies taxa from Turkey. J For Fac Kastamonu Univ.

# Supplementary material for: Whole genome-wide transcript profiling to identify differentially expressed genes associated with seed field emergence in two soybean low phytate mutants
**Source:** BMC Plant Biol. 2017 Jan 18;17:16. doi: 10.1186/s12870-016-0953-7
**Supplement:** Additional file 1: — Primers for the qRT-PCR of the 10 tested genes.

Table 4 Primers of qRT-PCR

| Gene | Ta Opt | Size | Sequence(5’-3’) | Amplification effciencies of primer |
| --- | --- | --- | --- | --- |
| Glyma05g31370 | 49.8 | 146 | F: TCGACTAGAAACGGTATT | 93% |
|  |  |  | R: GAAAGCGACTCTTGAACT |  |
| Glyma01g12970 | 52.3 | 251 | F: TAGCTCAGCGAATCCACG | 98% |
|  |  |  | R: CAGCCTATGTTCACCACC |  |
| Glyma06g02040 | 47.1 | 158 | F: GTCGCTTGGTCCTGAATA | 96% |
|  |  |  | R: AAGTCTGTGCCTTTGTGA |  |
| Glyma15g03650 | 50.1 | 148 | F: AGCCTGTGACTGGTGCTT | 95% |
|  |  |  | R: GTCGGTCCAATCGGGTTA |  |
| Glyma03g41920 | 48.9 | 125 | F: CCCAACTATTCACTGTCC | 95% |
|  |  |  | R: CCTTGCATTTGCACCTTA |  |
| Glyma08g08620 | 57.5 | 275 | F: CCACCACGGAAGACGACA | 99% |
|  |  |  | R: GCACCAATCCAGCCCTTT |  |
| Glyma08g14630 | 48.9 | 140 | F: CACTGGACAAGCGAGATG | 96% |
|  |  |  | R: TTGGTCAAAGTCCGTTCC |  |
| Glyma13g22060 | 49 | 152 | F: GGTGAGAATCATCCGTTTA | 95% |
|  |  |  | R: ATTTGCCTACTAAGAGTGG |  |
| Glyma13g30210 | 55.9 | 151 | F: AGAAGCAGCCAACGCCACC | 95% |
|  |  |  | R: GACGGAGAAGCACTGAGAAGGA |  |
| Glyma17g34800 | 48.8 | 264 | F: CCAAGAACCCAATTACAAAA | 94% |
|  |  |  | R: GAGTTTACGGCGGATTGA |  |
| *Act11* | 50.2 | 213 | F: CAACCCAAAGGTCAACAG | 96% |
|  |  |  | R: CAGCGAGATCCAAACGAA |  |

How the deposited data were processed for this re-analysis (not part of the article)

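RNA of 18 libraries from germinating soybean seeds was used, with 3 replicates of the mutants TW-1 and TW-1-M at each of 3 germination stages. The authors filtered the reads with Trimmomatic, mapped them with TopHat, computed FPKM per gene with cuffquant and cuffnorm, and deposited one table with the FPKM of each gene in each library. The values carry the scaling between libraries made by the authors, and the summed FPKM differed between libraries. Since the table holds no read counts, counting intervals and detection floors were not computed, and the depth is given as the unique reads of Table 1 of the paper. Each column of the table was matched to its mutant, stage and replicate by its name, and no column was left over.

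The table holds 45955 genes, of which 36767 were matched to a gene symbol by RefSeq accession without its version and 4901 with its version. The symbols belong to a later assembly (Glycine_max_v4.0) than the one to which the reads were mapped, so coordinates were not used, and the order of genes along chromosomes was used only to count neighbours. The additional files of the paper pair 3415 of its gene numbers with RefSeq IDs, and 3256 of these were in the table. Genes of Tables 2 and 3 without a pair in the table were not analysed here, nor were the qRT-PCR genes, whose names could not be paired with it. The test of gene families planned from gene descriptions was not run, because the reference table gave no descriptions.

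Genes with FPKM of at least 1 in at least 3 libraries were kept, which left 27150 genes. Log2(FPKM + 1) was fitted with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend), and all p-values of genes are from limma's test, two-sided, with Benjamini-Hochberg adjustment over the genes tested. The mutants were compared at each stage with 3 libraries against 3 and over all stages with 9 against 9, and the interaction of mutant and stage was tested over the 18 libraries with limma's F test. Numbers of genes per library were compared by exact permutation tests, for which 3 libraries against 3 allow no p-value below 0.1. Other counts, correlations and principal components were computed in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib. The limma fit was tested on simulated data with 27150 genes, 200 of them changed by 1.5 or 3 on the log2 scale. With 3 libraries per group 98.0% of the changed genes were called at the unadjusted p-value and 71.5% at the adjusted one, beside 280.0 and 5 unchanged genes. With 9 per group 98.0% and 96.5% were called, beside 41 and 2 unchanged genes. The simulated spread was that within the groups of stage 1, and the changed genes were drawn from the more highly expressed ones. The real fit over all stages also carries the differences between stages, so the recovery with 9 per group does not apply to it.

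The tests, the filter, the alternatives and the rule for the genes named were set before the data were examined, apart from the alternatives that are said to have been added and from the change described next. The genes to be named were those of Tables 2 and 3, the qRT-PCR genes where their IDs could be paired, those whose description names a step of phytate metabolism, and in each comparison the 5 genes with the largest log2 fold change in each direction that passed at the adjusted p-value and did not overlap between the mutants. Because the reference table had no descriptions, symbols and synonyms were used for phytate metabolism instead. Not every one is printed. The alternatives were a pseudocount of 0.1, no filter, a filter of FPKM 1 in every library, quantile normalization, the fold change as the ratio of group means, the replicate number as a block, all 18 libraries in one fit, stage as a covariate, other thresholds for expressed genes, and each replicate left out in turn.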

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

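The tests of technical explanations in this part were all chosen after the result was seen.

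The difference between the mutants changed with the stage in 16 of 27150 genes at the adjusted p-value of the interaction. Among 100 splits of the libraries that part as many same-numbered pairs, 10 gave at least 16 genes, the real split included, and up to 5503. These cannot tell, since a split that swaps the mutants at a stage turns their shared difference into an interaction. With the shared difference taken off each gene first, 1 of 100 splits gave as many, the real one, and the most in another was 3. At the unadjusted p-value 11 of the 100 gave as many as the real split, so a random grouping is not a candidate for the 16 genes but is for the number at the unadjusted p-value. With any replicate left out 0 genes passed.

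In the heat shock cognate 70 kDa protein 2-like gene3658 the difference changed with the stage (adjusted p of the interaction = 0.0083). Its log2 fold changes were -5.12 at stage 1, -4.46 at stage 2 and -1.90 at stage 3, and in 9 of 9 libraries TW-1-M lay below TW-1 at the same stage. The neurofilament medium polypeptide-like gene52506 also changed with the stage (adjusted p of the interaction = 0.019). It was lower in TW-1-M at stage 1 (-4.28) and stage 2 (-5.39), and at stage 3 its log2 fold change was -0.19 with overlapping values. Neither passed at the adjusted p-value of the interaction with a replicate left out.

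The largest log2 fold change over all stages among the genes named, 9.92, was that of RefSeq XM_003519333.3, which the reference table does not name and the paper does not discuss. It was at 3163 ± 1429 FPKM in TW-1-M and 3.76 ± 4.88 in TW-1 (SD, 9 libraries each), with an adjusted p of 1.5e-09 and no overlap between the mutants in any pair of libraries. The values of TW-1 ranged from 0 to 14.99 and those of TW-1-M from 1181 to 5413. Whether a difference in sequence between the lines alters the mapping of its reads was not tested, since reads were not analysed here, and no biological explanation was tested.

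In 147 genes the 9 libraries of one mutant did not overlap the 9 of the other, 58 higher and 89 lower in TW-1-M. The paper does not compare the mutants gene by gene in this way. Of 100 splits that part as many same-numbered pairs, 1 gave as many genes, the real one, and the most in another split was 11, so a random grouping of the libraries is not a candidate explanation. Of the 147 genes, 66 averaged at least 1 FPKM in only 1 mutant, and 3 are in Tables 2 and 3. Linked differences between the lines may account for part of them. Of the 120 genes (81.6%) with a place in the reference table, 24 had another of them within 10 tested genes, against a mean of 11.6 in 10000 random sets of genes at similar levels (one-sided permutation p = 0.0075). With adjacent genes left out 20 did, against 10.4 (one-sided permutation p = 0.024), so adjacent genes sharing reads do not account for all of it. Sharing of reads between genes further apart was not tested. As many genes with the smallest p-value at stage 2 were less grouped, 18 against 11.7 (one-sided permutation p = 0.11), but the difference between the sets was not tested, and the pattern cannot be told apart from a grouping that any set of changed genes has. The order of genes is that of Glycine_max_v4.0.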

How the results depend on the processing

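The covariate for the position of a library along the change between stages was added after the data were seen, and the other alternatives named here, apart from replicates left out of the counts of genes expressed per group or in 1 mutant and of the correlations between groups, were set beforehand. Over 36 results and 313 alternatives, 250.0 stayed within limits, 62 moved beyond them and 1 turned its direction. The limits were a factor of 1.5 for counts, the SD for correlations between groups, and the direction and the side of the 0.05 threshold for the exact tests. The causes were not tested, except where a value is given for one.

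At stage 1, with 1104 DEGs, the count was 1964 with a pseudocount of 0.1, 667 with FPKM of at least 1 required in every library and 1980.0 with the fold change as the ratio of the group means, and from 1076 to 1953 over the 6 fits that each left out a library. The 127 genes at the adjusted p-value became 28 without a filter, 58 with every library at FPKM 1, 14 with the replicate block, 280.0 with all 18 libraries in one fit and 234 with the position as a covariate, and from 9 to 44 with a library left out. The cause was not tested.

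At stage 2, with 4859 DEGs, the count was 2700.0 with every library at FPKM 1, 7328 with the ratio of the group means and 2836 with the position as a covariate, and from 3244 to 6008 with a library left out. The 3486 genes at the adjusted p-value became 1366 without a filter, 2303 with every library at FPKM 1, 1868 with all 18 libraries in one fit and 12 with the position as a covariate, and from 525 to 3363 with a library left out. The cause was not tested.

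At stage 3, with 1367 DEGs, the count was 2540.0 with all 18 libraries in one fit, and from 651 to 2859 with a library left out. The 5 genes at the adjusted p-value became 0 without a filter (1045 at the unadjusted p-value), 0 with every library at FPKM 1 (913 unadjusted), 0 with the replicate block (1075 unadjusted), 19 after quantile normalization, 669 with all 18 libraries in one fit and 51 with the position as a covariate. They ranged from 0 to 47 with a library left out, 47 of them without TW-1-3 replicate 1. The cause of the other changes was not tested.

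Over all stages, with 1495 DEGs, the count was 2887 with a pseudocount of 0.1, 772 with every library at FPKM 1 and 2804 with the ratio of the group means, and from 565 to 2193 with a replicate left out. The 313 genes at the adjusted p-value became 479, 137 and 482 under the same alternatives and 1748 with stage as a covariate, and from 73 to 104 with a replicate left out. The interaction passed for 16 genes, for 10 with a pseudocount of 0.1 (2496 at the unadjusted p-value) and for 0 with any replicate left out (from 1142 to 4323 unadjusted).

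The number of expressed genes per library at stage 1 turned its direction when genes above FPKM 0 were counted, with a difference of -167 in place of 540.0 genes. The DEGs expressed in only 1 mutant numbered 118, 313 and 98 at stages 1, 2 and 3 with the rule for every library, and 107, 321 and 102 with an FPKM threshold of 0.5. The genes expressed only at stage 3 of TW-1 numbered 766 when every library had to reach FPKM 1. Of the 1860 found by mean FPKM, 1465 were below 1 in TW-1-3 replicate 1 and so failed this rule. The cause of the rest of the change was not tested. With the same rule the genes expressed only at stage 1 of TW-1 went from 220.0 to 416 and those only at stage 2 from 267 to 545. The mean correlation between TW-1-1 and TW-1-M-2 went from 0.811 to 0.775 with a pseudocount of 0.1 and to 0.779 by Spearman's method, beyond its SD of 0.029, and those within TW-1-M-2 and within TW-1-M-3 also moved beyond their SD. Further overlaps between stages moved as well. The expressed genes per group stayed within the limits. So did the separation of the top 500 genes, whose number the choice by p-value almost fixes, but with the 500 largest ratios of the group means 285 were separated at stage 1, beyond the limit, 438 at stage 2 and 373 at stage 3.

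Of 970 fits of genes named, in 110 pairs of a gene and a comparison, 884 left the direction and the call as they were, 58 lost the call, 27 gained it and 1 turned its direction. That was gene2676 at stage 2, whose log2 fold change of -0.65 ranged from -1.11 to 0.073 with a library left out and was 0.073 without TW-1-2 replicate 1. Leaving out a library accounted for 54 of the 58 and 18 of the 27. The alternatives for gene families were not run. Groups of 3 libraries limit the exact tests of counts per library to p-values of 0.1 or more, and without read counts no limit of detection can be given for genes near 0.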

Differences from the paper's values

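No test of a cause was run for the differences in this part, and each comparison was made after the values were seen. A gap is called closed where the value came within a factor of 1.5 of the paper's, and no alternative gave the paper's own number of DEGs.

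At stage 1 the paper reports 2596 genes higher and 1354 lower in TW-1-M, and 448 and 656 were found here. The paper's methods name both a corrected P-value and a P-value. Its lists hold genes with a Q-value above 0.05, 250 of the 481 legible in Additional file 3, so the corrected threshold was not applied to them, and the counts here are at the unadjusted one. At the adjusted p-value 127, 3486 and 5 genes were called at stages 1, 2 and 3 and 313 over all stages, further from the paper's numbers. For the higher genes of stage 1 none of the alternatives set before the data were examined closed the gap. For the lower genes a pseudocount of 0.1 (1055) and the ratio of the group means (1048) did, and the others did not. At stage 2 the paper reports 5060 higher and 4185 lower genes, and 2822 and 2037 were found here. For the higher genes the gap closed with a pseudocount of 0.1 (4083), with the ratio of the group means (4398) and without TW-1-2 replicate 2 (3624) or replicate 3 (3420), and for the lower genes with a pseudocount of 0.1 (2839) and the ratio of the group means (2930.0). At stage 3 the paper reports 1983 higher and 3395 lower genes, and 540.0 and 827 were found here. Leaving out TW-1-3 replicate 2 closed the gap for the higher genes (1370.0), and none of the alternatives did for the lower ones.

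In total the paper reports 3677 DEGs, 3099 of them higher in TW-1-M. It does not say which libraries were pooled for them. They are set here against the 1495 and 677 found over all stages, so the comparison may be of unlike sets. A pseudocount of 0.1 (2887) and the ratio of the group means (2804) closed the gap for the total, and none of the alternatives did for the higher genes. For the lower genes the paper gives 548, and the 818 found here were within the factor. Under these alternatives they moved beyond it (1321 and 1342), so the total came closer in part through too many lower genes.

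Of 102 values of FPKM in Table 3 that could be compared, 8 differed. For gene56620 in TW-1-M at stage 2 the paper gives 74.9299 and the mean here was 122, or 105 without TW-1-M-2 replicate 2, which closed the gap. For the other 7 values the alternatives run were the replicates left out, and none closed the gap. For gene46225 at stage 2 the paper gives 30.5776 in TW-1-M and 116.967 in TW-1, against 98.3 and 471 here. For gene24224 in TW-1 at stage 2 it gives 36.2356, against 75.9. For gene44169 at stage 2 it gives 86.7473 in TW-1-M and 287.001 in TW-1, against 812 and 1346. For gene54704 at stage 1 it gives 392.204 in TW-1-M and 114.358 in TW-1, against 167 and 266, and the direction was the opposite of that in the paper.

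The paper places more genes higher than lower in TW-1-M in its total and at stage 1. Here 677 against 818 were found over all stages and 448 against 656 at stage 1. Over all stages more genes were higher with a pseudocount of 0.1 (1566 against 1321), with the ratio of the group means (1462 against 1342) and with stage as a covariate (1116 against 973), and at stage 1 without TW-1-M-1 replicate 1 (1119 against 834). The paper ranks TW-1-M at stage 3 first for genes specific to a stage, and by mean FPKM 1388 genes were specific to it against 1860.0 for TW-1. With FPKM of at least 1 in every library the ranking was that of the paper (1357 against 766), and with this rule the numbers of expressed genes of the groups compared came within 2 of the paper's. The paper names TW-1-M-3 and TW-1-M-1 as highest and lowest in read-mapped genes. This held for the group means, while among single libraries TW-1-3 replicate 1 was lowest (30656) and TW-1-3 replicate 3 highest (34820.0).

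The paper sets TW-1-2 apart from the other groups, and its mean correlation with TW-1-1 was 0.941 here, as high as within TW-1-2 (0.935). This rested on TW-1-2 replicate 1, since without it the mean with TW-1-1 was 0.931 and replicates 2 and 3 correlated at 0.976. It finds no DEG of phytate metabolism, and MIPS4 was called at stage 2 here (log2 fold change -2.71, adjusted p = 0.045, in 3 of 3 libraries), with an adjusted p of 0.064 with the replicate block and of up to 0.14 with a library left out. It describes the genes of ethylene synthesis as low in TW-1-M, and the means of the ACC oxidases gene13922, gene20644 and gene20259 at stage 2 were higher here, by log2 fold changes of 2.44, 3.12 and 1.59 in 3 of 3 libraries, the direction of its Table 3. Their adjusted p was 0.036, 0.065 and 0.15, so gene13922 alone passed at that threshold, and with the replicate block it was 0.015, 0.019 and 0.056. Their values overlapped between the mutants at stage 3, where the mean FPKM was lower in TW-1-M for gene13922 (648 against 729.5) and gene20259 (336 against 467). TW-1-3 replicate 1 was at 17.6 and 17.3 FPKM in these genes, and on the log2 scale their means were higher in TW-1-M-3.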

Other observations

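The tests in this part were all chosen after the result was seen.

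At each stage the real grouping gave the most DEGs of the 4 splits, among the 10 of 3 libraries against 3, that part all same-numbered pairs. In each of the 3 stages 1 of the 4 splits, the real one, gave as many DEGs and 1 of the 4 as many at the adjusted p-value. With 4 splits no smaller share is possible, so at a single stage this test cannot exclude a random grouping whatever the values are. The other splits gave at most 471 DEGs at stage 1, 244 at stage 2 and 1327 at stage 3, where 1367 were found between the mutants. Over all stages 1 of 100 splits gave as many DEGs and 1 of 100 as many at the adjusted p-value, so a random grouping is not a candidate explanation there.

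TW-1-3 replicate 1 was closer to the TW-1-1 libraries (mean r = 0.929) than to the other two libraries of its own group (0.779). Fewer reads do not account for it, with 31.7 M unique reads in the paper. The 10 highest genes took 16.4% of the FPKM, the largest share in TW-1-3, where the others had 15.6% and 9.94%. Without the 25 genes among the 10 highest of any library the correlations were 0.928 and 0.776, and with the remaining FPKM scaled to one sum 0.928 and 0.781. So few genes weigh little in a correlation of log values, so these values cannot tell whether the highest genes play a part. Of the genes that separate the mutants in the other libraries 89.0% lay on the side of TW-1, so this library did not look like one of TW-1-M. The shares of TW-1-3 replicates 2 and 3, 64.9% and 69.6%, were the lowest of the 18 libraries. Seeds of an earlier stage, or a library of one, could give the correlation of 0.929, and these cannot be told apart from slower seeds of stage 3. TW-1-2 replicate 1 was also closer to the TW-1-1 libraries (0.960) than to its own group (0.915), with 29.7 M unique reads, a share of 15.3% for the 10 highest genes and 87.2% of the genes on the side of TW-1. For this library too, seeds or a library of an earlier stage could not be excluded.

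The larger number of DEGs at stage 2 may follow from TW-1-M being further along the course of germination than TW-1. Across genes the difference between the mutants at stage 2 correlated with the change from TW-1-M-1 to TW-1-M-3 (r = 0.738), and genes are not independent replicates. On a scale set by that change, the libraries of TW-1-2 lay at -0.08, 0.30 and 0.26 and those of TW-1-M-2 at 0.55, 0.69 and 0.61. With this position as a covariate 12 genes passed at the adjusted p-value (2836 DEGs at the unadjusted one). The positions of the mutants do not overlap, so the covariate and the mutant cannot be told apart. Scaling of the libraries does not account for the number, with 4856 DEGs after quantile normalization. The correlation does not set stage 2 apart. Along the change from TW-1-1 to TW-1-3 it was 0.817, and at stage 3 it was 0.666 with the change from TW-1-M-1 to TW-1-M-2 and 0.580 with that from TW-1-1 to TW-1-2. At stage 1 it was 0.0915 with the change from TW-1-M-2 to TW-1-M-3 and 0.388 with that from TW-1-2 to TW-1-3, so whether the stage 1 difference follows the course cannot be told. At stages 1 and 3 the positions of the mutants overlapped. On the scale from TW-1-M-1 to TW-1-M-2, TW-1-3 replicate 1 lay at 0.04 and replicates 2 and 3 at 1.32 and 1.17. The libraries of TW-1-M-3 lay between 1.18 and 1.49. Whether the stage 3 correlations rest on TW-1-3 replicate 1 was not tested.

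The small number of genes at the adjusted p-value at stage 3 may follow in part from the spread that TW-1-3 replicate 1 added, since 47 genes passed without it in place of 5. The DEGs at the unadjusted p-value went the other way, from 1367 to 928 without that library.

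The 5 genes that passed at stage 3 were gene51756 (log2 fold change 4.70) and gene8951 (3.70), higher in TW-1-M in 3 of 3 libraries, and SLE1 (gene51687, -5.59), the villin-4-like gene36318 (-2.92) and XR_001385765.1 (-2.49), lower in 3 of 3. Their adjusted p ranged from 0.030 to 0.047, and with the replicate block from 0.36 to 0.44. Over all stages the aquaporin PIP2-2-like gene3473 was at 44.9 FPKM in TW-1-M and 1.94 in TW-1 (adjusted p = 2.4e-06), and the outer plastidial membrane protein porin gene35976 at 25.2 and 0.518 (log2 fold change 4.18, adjusted p = 2.1e-11). The LITTLE ZIPPER 4-like gene32411 was at 0.621 in TW-1-M and 64.7 in TW-1 (log2 fold change -5.07, adjusted p = 1e-06). The 9 libraries of each mutant did not overlap in these genes, apart from SLE1, whose libraries overlapped at stage 1.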
